# Genome-wide analysis of circRNA regulation during spleen development of Chinese indigenous breed Meishan pigs

**DOI:** 10.1186/s12864-023-09612-x

**Published:** 2023-08-23

**Authors:** Yifu Wang, Jinhua Cheng, Chao Xu, Jian Jin, Wenbin Bao, Shenglong Wu, Zhengchang Wu

**Keywords:** Porcine, CircRNAs, Spleen, Development

## Abstract

**Background:**

Numerous circular RNAs (circRNAs) have been recently identified in porcine tissues and cell types. Nevertheless, their significance in porcine spleen development is yet unelucidated. Herein, we reported an extensive overlook of circRNA expression profile during spleen development in Meishan pigs.

**Results:**

Overall, 39,641 circRNAs were identified from 6,914 host genes. Among them, many circRNAs are up- or down-regulated at different time points of pig spleen development. Using WGCNA analysis, we revealed two essential modules for protein-coding genes and circRNAs. Subsequent correlation analysis revealed 67 circRNAs/co-expressed genes that participated in immnue-associated networks. Furthermore, a competing endogenous RNA (ceRNA) network analysis of circRNAs revealed that 12 circRNAs modulated *CD226, MBD2, SAMD3, SIT1, SRP14, SYTL3* gene expressions via acting as miRNA sponges. Moreover, the circRNA_21767/miR-202-3p axis regulated *SIT1* expression in a ceRNA manner, which is critical for the immune-based regulation of spleen development in Meishan pigs.

**Conclusions:**

Overall, our results demonstrated that the circRNAs were differentially expressed during different stages of porcine spleen development, meanwhile the circRNAs interacted with immune-related genes in a ceRNA-based fashion. Moreover, we presented biomedical researchers with RNAseqTools, a user-friendly and powerful software for the visualization of transcriptome profile data.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12864-023-09612-x.

## Introduction

Pigs (*Sus scrofa*) are an incredible resource for agriculture and food production, as well as biomedical research for the examination of human development, congenital diseases, and pathogen response networks [1]. Till date, systemic research facilitated the pig industry to critically select for enhanced growth, feed conversion efficiency, and disease resistance. In fact, disease resistant pig breeds like Yorkshire and Landrace experience considerably fewer diseases than the local indigenous pigs in China [2, 3]. The Meishan pigs is one of four popular indigenous breeds in China, with a history spanning over 400 years. It is particularly known for its enhanced fertility, strong immune response, and excellent meat quality. Moreover, some investigations reported that the Chinese native-bred Meishan pigs may possess stronger immunity and disease resistance than the commercial or crossbred pigs [4, 5]. Nevertheless, the genetic basis and regulation mechanism of the immune system are still not fully understood and need to be further explored.

Circular RNA (circRNA) is a newly discovered form of non-coding RNA (ncRNA) known for its enclosed configuration, generated via precursor mRNA back-splicing [6]. In contrast to linear RNAs, circRNAs lack both the 5′ cap and 3′ tail, and are covalently closed, thereby making them more stable, RNase R resistant, and with prolonged half-lives [7]. Given these unique properties, circRNAs are great potential as an optimal biomarker. With increasing advancement in high-throughput RNA-seq technology, a growing number of studies identified circRNA presence and essential roles in various organisms. Emerging evidences revealed that circRNAs critically modulate several physiological processes [8, 9], including immune cells and various immune responses [10, 11]. CircRNAs act in a tissue and developmental stage-specific manner, and multiple reports confirmed their functions in the porcine skeletal muscle [12], embryonic muscle [13], Liver [14], longissimus thoracis [15], brain [16], etc. Unfortunately, studies involving the growth and development of porcine immune organs is incredibly rare. Thus, it is challenging to fully elucidate the modulatory properties of circRNAs in immune cells and immune responses. Hence, herein, we attempted to explore the circRNAs-mediated regulation networks that influence porcine immune organs development.

Spleen is a secondary lymphoid organ involved in older erythrocyte elimination, iron recycle, capture and destruction of pathogens, and induction of adaptive immune responses [17, 18]. Being a critical immunologic organ, there is a strong need to examine spleen development in Meishan pigs. Herein, we systematically identified and characterized circRNAs within the porcine spleen from 8 developmental stages, namely, 1d, 7d, 14d, 21d, 28d, 35d, 120d, and 180d after birth, using an Illumina HiSeq platform. Then, using the weighted gene co-expression (WGCNA) and competing endogenous RNA (ceRNA) interaction network analyses, we demonstrated a critical role of circRNAs during porcine spleen development. Our findings provide a beneficial resource for the circRNAs-mediated modulatory functions in Meishan pigs, as well as annotation of the porcine genome. We also contribute to the enhanced understanding of the mammalian spleen development.

## Results

### Overview of the sequencing information

To explore the presence of circRNAs during spleen development, we assessed circRNAs expression in the spleen tissues of Meishan pigs at various developmental stage. 

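Spleen RNA of 24 healthy Meishan pigs was sequenced, with 3 pigs at each of 8 stages (1, 7, 14, 21, 28, 35, 120 and 180 days after birth) and 1 library per pig. The stages were therefore compared between different animals. The methods of the paper describe TRIZOL extraction, removal of ribosomal RNA, digestion with RNase R and a NEBNext directional kit, whereas the sample labels describe an RNeasy kit and TruSeq Stranded Total RNA libraries with Ribo-Zero Gold. The authors aligned the trimmed reads to Sscrofa11.1 with BWA and called circRNAs with CIRI2. Their deposited table gives, for 3000 circRNAs in each library, the count of reads across the back-splice junction, where the end of an exon is joined to the start of an exon upstream of it. The counts were not normalized, and the paper's text does not name the rule that chose these circRNAs. Of the 72000 counts 8.72% were 0, the smallest count above 0 was 2, and each circRNA had reads in at least 16 libraries. Library totals ran from 16273 to 23752 at 1d, from 19174 to 25283 at 7d, from 29718 to 37895 at 14d and from 37125 to 54475 at 21d. They ran from 29749 to 43851 at 28d, from 35599 to 56086 at 35d, from 71092 to 87867 at 120d and from 37023 to 57890 at 180d. Counts were scaled by the trimmed mean of M values (TMM) and tested with edgeR's quasi-likelihood test (two-sided) in 1 fit over the 24 libraries with a coefficient per stage. Age trends were slopes on log2 of the age in days. A circRNA was called DE at the paper's thresholds, an adjusted p (Benjamini-Hochberg) under 0.05 and a fold change of at least 2. Normalized counts are means ± SD over the 3 pigs of a stage, and log2 fold changes have the standard error of the fit. Where a stage was listed at 0 in its 3 libraries, the fold change was bounded with a floor of 7 counts over them. Counts of 1 are listed at 0, so this floor is the 95% limit of the total when each library holds 0 or 1 read (6.432, rounded up), and it covers counting error only. A circRNA was assigned to a host gene where both ends matched exon ends of 1 RefSeq gene on the same strand within 1 base. The tests, 13 gene lists and the rule for which circRNAs are named were fixed before the data were examined. The 1d libraries were the control of all 7 comparisons with 1d, so a chance value at 1d enters each of them.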

We prepared and sequenced ribo-depleted total RNA-seq libraries, as shown in the flow chart (Fig. 1). Table S2 presents our rudimentary sequencing results. At various developmental stages, we acquired around 111.37 million raw reads and 108.68 million clean reads. Additionally, the error rate of all 24 sequencing data sets was below 0.03%, with quality base scores of Q30 > 95%. Together, these data validated the authenticity and precision of our sequencing data.

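The 3000 circRNAs took a larger share of the clean reads in older pigs. Their back-splice reads per M clean reads (RPM) were 183 ± 31.6 at 1d and 202 ± 22.8 at 7d (SD, n = 3 pigs per stage). They were 301 ± 31.9 at 14d, 408 ± 76.6 at 21d, 364 ± 85.5 at 28d and 461 ± 99.0 at 35d. The level at 120d was 754 ± 115, which was 4.12 times that at 1d, and the level at 180d was 469 ± 94.5, or 2.56 times that at 1d. A mean of 2403 of the 3000 circRNAs had reads at 1d, against 2964 at 120d and 2808 at 180d. Clean reads did not follow this course, with a mean of 111 M per library at 1d and 109 M at 120d in Table S2 of the paper. Over the 24 libraries the RPM rose with log2 age (Pearson r = 0.771, permutation p = 2e-05, two-sided; Spearman correlation 0.856, p = 1e-05, the smallest p that 100000 permutations can give). Adjusted over the 2 relations with age that were computed, the p of r was 2e-05. Without the 3 libraries of 1d, which lie farthest from the median age on the log2 scale, r was 0.750 (n = 21, permutation p = 6e-05). The libraries split on the share of valid bases after trimming that Table S2 lists, with 7 of them under 0.96. These were 1 of the 3 libraries at 21d and 2 of the 3 at each of 35d, 120d and 180d, so that 1 library of each of these last 3 stages stays where they are left out, and it is then assumed to vary like those of the other stages. The libraries under 0.96 stood above the others of their stage at 21d, 35d and 180d, and so raised these stage means. They had 477 RPM at 21d (325 and 422 in the others), 524 and 511 at 35d (347) and 532 and 514 at 180d (360). At 120d they had 634 and 864 RPM, on both sides of the 762 of the other library. Among the other 17 libraries r was 0.733 (permutation p = 0.00025), and among those 7, a group formed after the data had been seen, r was 0.397 (permutation p = 0.433), so no relation was detectable there.

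**Figure D1:**
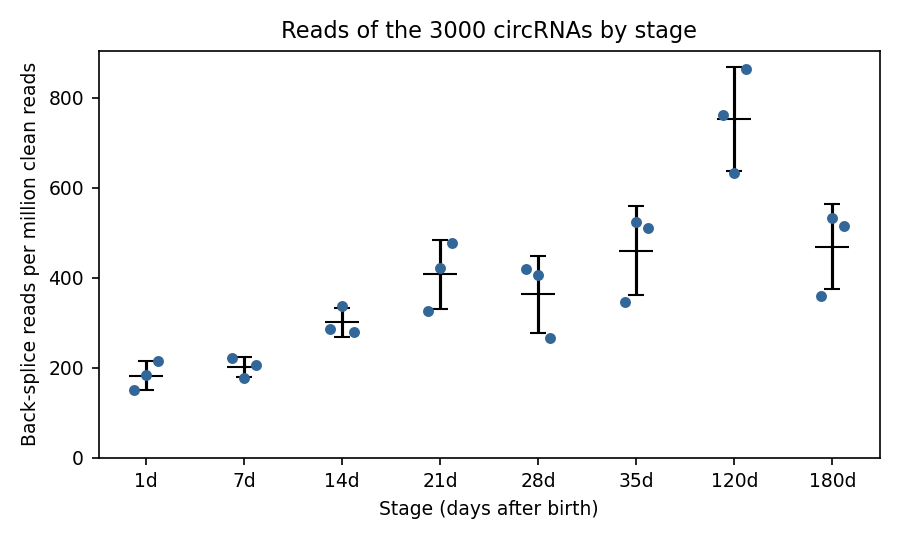
Back-splice reads of the 3000 circRNAs as RPM of clean reads (y axis) at each stage in days after birth (x axis); points are libraries, horizontal lines are means and bars are SD over 3 pigs. The 3 libraries of 120d, with a mean of 754, lie above those of 1d, with a mean of 183.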

**Fig. 1:**
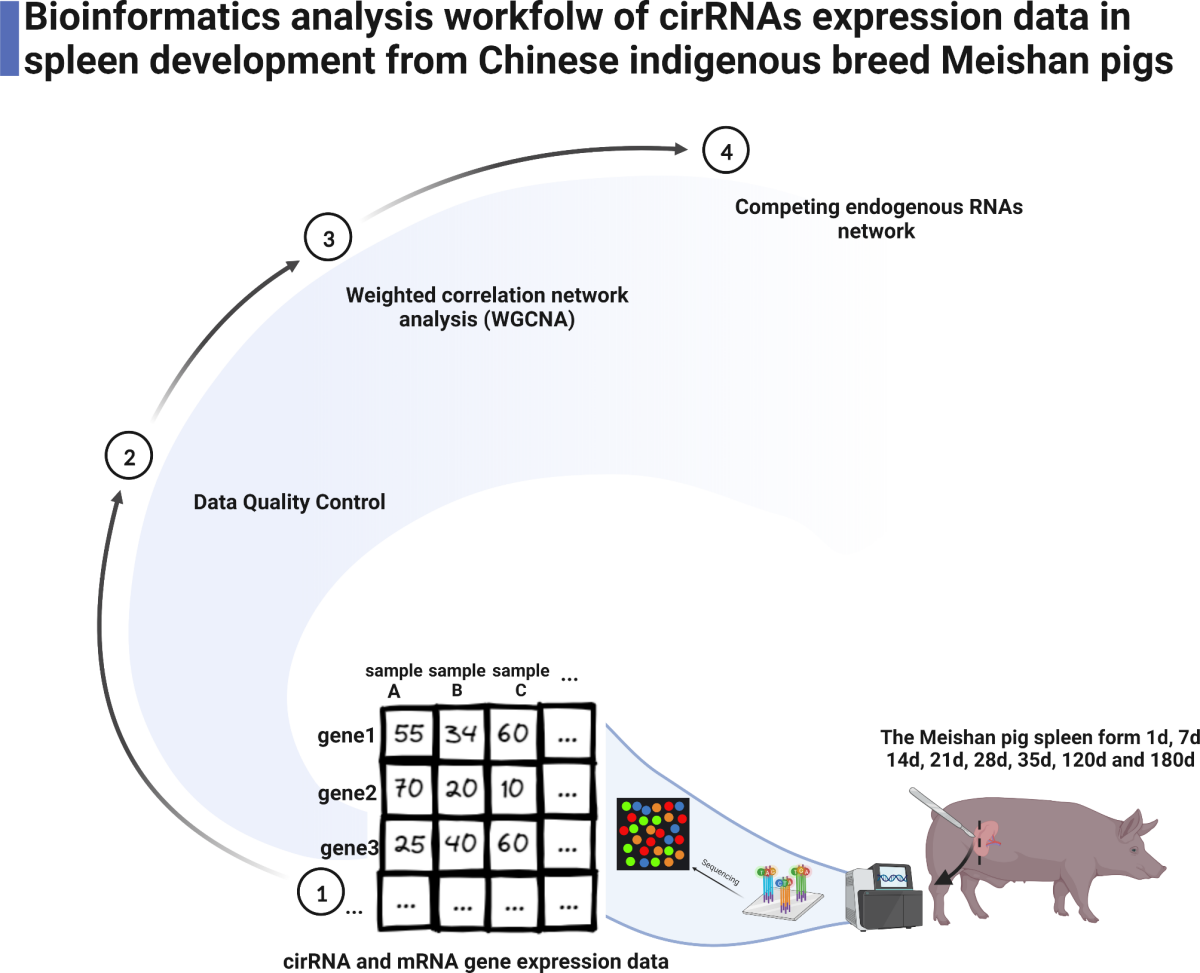
A schematic workflow of circRNAs-mediated regulation of spleen development in the Chinese indigenous breed Meishan pigs. Spleen samples were acquired from 8 distinct developmental stages (1d, 7d, 14d, 21d, 28d, 35d, 120d, and 180d after birth), prior to circRNA sequencing (n = 3 samples per time point), and subsequent downstream analyses

### Identification and characterization of circRNAs expression in Meishan pigs

To characterize the circRNAs in the Meishan pig spleen tissues, we evaluated their sequences. In all, 39,641 candidate circRNAs were identified from 6,914 host genes, using ≥ 1 unique back-spliced read (Fig. 2A). This indicated that most genes potentially produced numerous circRNAs. 

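NCOR1, a co-repressor of nuclear receptors, gave rise to 12 of the 3000 circRNAs in the deposited table. SMARCC1, a subunit of SWI/SNF chromatin remodelling complexes, gave rise to 11. CEP350, a centrosomal protein, ERBIN, a scaffold that binds the receptor ERBB2, PICALM, an adaptor of clathrin-coated pits, and PRPSAP2, a partner of phosphoribosyl pyrophosphate synthetase, gave rise to 10 each. The chromatin genes ATRX and CHD2 and the ion channel TRPM7 had 9 each. In all, 1675 host genes were assigned. Of these, 1062 had 1 circRNA, 613 (36.6%) had at least 2 and 63 had at least 5. These numbers describe the circRNAs of the deposited table and not the longer list that was called from the same reads.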

Their genomic loci showed wide distribution across all chromosomes (Fig. 2B), most (38,507, 97.14%) circRNAs were over 200 nt in length (Fig. 2C), and the GC content of most circRNAs were between 35 and 50% (Fig. 2D). Furthermore, the circRNAs belonged to 3 categories, namely, exonic circRNAs, intronic circRNAs and intergenic. 

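Chromosome 1 carried 324 of the 3000 circRNAs (10.8%), chromosome 13 carried 280 (9.33%) and chromosome 6 carried 235 (7.83%). Relative to its length in Sscrofa11.1, chromosome 12 held 1.79 times its share with 136 circRNAs. Chromosome 10 held 1.42 times its share with 121 circRNAs, chromosome 3 held 1.41 times with 231, and chromosome 1 held 0.959 times. Chromosome X held 0.374 times its share with 58 circRNAs, and the table lists 0 circRNAs on chromosome Y. Length and GC content were computed from the exons between both ends for the 2844 circRNAs whose exon chain the RefSeq annotation gives. Their median length was 431 nt over a median of 3 exons, and 99.0% were longer than 200 nt. The circRNA of exons 7 to 8 of PRDM4, a zinc finger transcription factor, had 205 nt, and that of exons 6 to 7 of ZNF644 had 3644 nt. The median GC content was 43.3%, and 79.5% of the circRNAs lay between 35% and 50%.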

In case of sense circRNAs, most circRNAs (37,101, 97.61%) belonged to the exonic circRNAs category, then the intronic circRNAs category (461, 1.21%), and a small proportion belonged to the intergenic_downstream (225, 0.59%) or intergenic_upstream (223, 0.59%) categories (Fig. 2E). 

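Of the 3000 circRNAs, 2848 (94.9%) joined annotated exon ends of 1 gene, and 107 (3.57%) lay within a gene and overlapped its exons without matching an exon end on each side. The second class included circRNA_16050 in TLK1, which encodes a kinase of chromatin assembly, on chromosome 15 from 77249916 to 77283482. A further 19 (0.633%) crossed the end of a gene, and 19 (0.633%) had no annotated gene on either strand, such as circRNA_12292 on chromosome 13 from 204825458 to 204826392. Only introns were covered by 6 (0.2%), among them circRNA_37493 in an intron of CR1, which encodes complement receptor 1, on chromosome 9 from 68044952 to 68045673. The remaining circRNA (0.0333%) was antisense to a gene.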

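Along the first principal component the libraries of 1d and 7d lay apart from those of later stages. The mean score was -30.7 ± 12.1 at 1d and -36.8 ± 7.05 at 7d (SD, n = 3 pigs per stage). It was -4.85 ± 3.86 at 14d, 1.08 ± 10.4 at 21d, 8.31 ± 6.28 at 28d and 11.7 ± 4.80 at 35d. At 120d the mean score was 21.7 ± 0.335 and at 180d it was 29.6 ± 1.88. The component held 17.9% of the variance of log2 CPM of the 3000 circRNAs (prior count 2), and the second held 7.71%. Libraries of 1 stage resembled one another more than libraries of different stages, with a mean Pearson r across circRNAs of 0.705 within stages and 0.647 between them. The difference of 0.0584 was tested by permuting stage labels (one-sided p = 1e-05, the smallest p that 100000 permutations can give), and circRNAs are not independent replicates. The mean r within a stage was 0.585 at 1d, 0.615 at 7d, 0.840 at 120d and 0.771 at 180d. By single libraries, 4 of 24 correlated best with a library of their own stage (all 3 of 120d and 1 of 21d), and each library of 1d, 7d and 180d correlated best with one of another stage. The first component also followed depth, with r = 0.874 against log2 of the library total over the 24 libraries and r = 0.669 within stages, and the libraries of 1d and 7d had the fewest reads. The first component rose to 43.7% with counts per clean read, to 46.5% with counts left unscaled and to 27.2% over the 500 most variable circRNAs.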

Using principal component analysis (PCA), we revealed that the sample repeatabilities of individual groups were satisfactory (Fig. 2F), confirming that these data can be employed for subsequent DE circRNAs analyses.

**Fig. 2:**
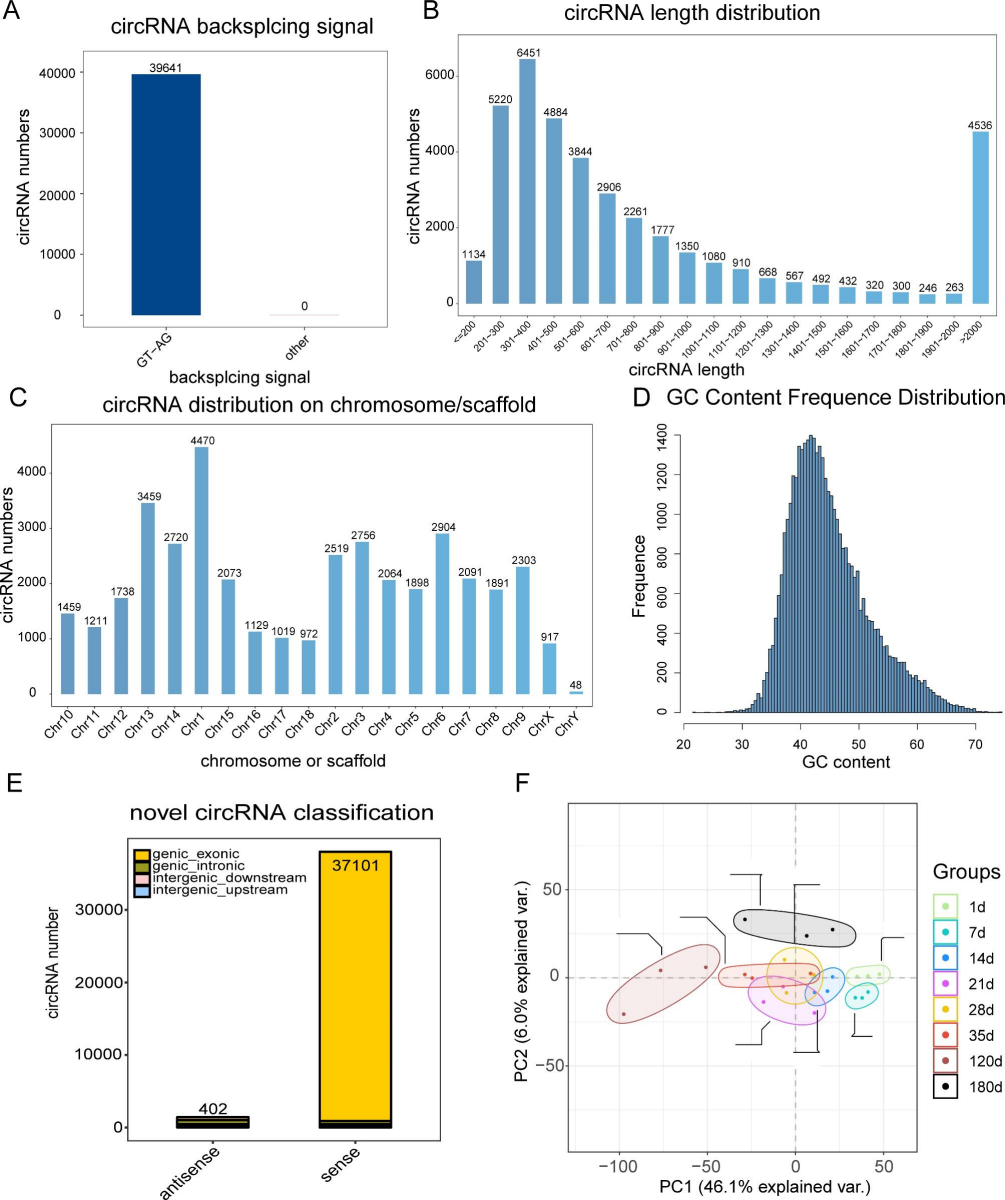
Identification and characterization of circRNAs within Meishan pig spleen. (**A**) circRNAs identification according to the GT-AG backsplicing signal. (**B**) Length allocation of circRNAs. (**C**) Chromosomal allocation of circRNAs. (**D**) GC content frequency allocation of circRNAs. (**E**) circRNAs classification according to the *Sus scrofa* genome. (**F**) Principal component analysis of 24 porcine spleen samples

### DE circRNAs during spleen development of Meishan pigs

Emerging evidences support the presence of DE circRNAs during porcine skeletal muscle development [19], however, only limited number of studies explored their temporal expression during spleen development. Herein, we examined the splenic circRNAs expression profiles during different stages of development, namely 1, 7, 14, 21, 28, 35, 120, and 180 days after birth. 

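At 14d circRNA_21182, from exons 2 to 6 of LOC100516957, an adhesion G protein-coupled receptor E2-like gene on chromosome 2 from 63857472 to 63862039, rose from 163 ± 46.4 normalized counts at 1d to 346 ± 73.7 (SD, n = 3 pigs each). The log2 fold change was 1.08 (standard error 0.21, adjusted p = 0.00853 from edgeR), and the call was lost without 1d replicate 1 (adjusted p = 0.151), 1d replicate 2 (0.139) or 14d replicate 2 (0.101), with DESeq2's Wald test (log2 fold change 0.98, adjusted p = 0.0546) and with the replicate number as a block (0.0502); over all 12 alternatives the adjusted p ran from 0.00117 to 0.151. The other circRNA called at 14d was circRNA_31644 of the galactosyltransferase gene B4GALT6 (adjusted p = 0.000335), chosen after its value was seen. The circRNA in an intron of CR1, a receptor that clears complement-coated complexes, was listed at 0 in the 3 libraries of 1d. It was at least 3.66-fold higher at 21d (14.0 ± 6.04 normalized counts, adjusted p = 0.00279), at least 4.52-fold higher at 28d (17.4 ± 7.58, adjusted p = 0.000462) and at least 5.44-fold higher at 35d (20.8 ± 5.80, adjusted p = 8.19e-05). Its 21d call was lost with the GC content of a library as a covariate, where edgeR called 0 circRNAs at 21d. The GC content was 0.4591 to 0.464 in the libraries of 1d and 0.4794 to 0.4904 in those of 21d. These ranges do not overlap, so the loss cannot show that GC content caused the call. Covariates are not among the 12 alternatives given for single circRNAs. At 35d circRNA_36034 of BANK1, a B cell scaffold protein, reached 18.1 ± 0.944 from 1.00 ± 1.74 at 1d, a log2 fold change of 3.88 (standard error 0.80, adjusted p = 0.00406). This call was lost among libraries with a share of valid bases of at least 0.96, where 1 library of 35d is left and the log2 fold change was 3.81 (adjusted p = 0.179), and after thinning to the lowest library total with counts of 1 then set to 0 (0.144, and 1.06e-05 to 0.179 over all 12 alternatives). At 7d edgeR called 0 of the 3000 circRNAs (284 at an unadjusted p under 0.05, and 0 adjusted by DESeq2). Higher than at 1d were 2 circRNAs at 14d, 27 at 21d, 38 at 28d, 57 at 35d, 139 at 120d and 177 at 180d. Lower than at 1d were 1 at 21d (circRNA_19666, with no assigned host gene, chosen after its value was seen), 9 at 28d, 8 at 35d, 44 at 120d and 102 at 180d. With library totals of the table in place of TMM the higher and lower circRNAs numbered 8 and 3 at 21d, 25 and 14 at 28d, 33 and 21 at 35d, 68 and 66 at 120d, and 109 and 147 at 180d. With DESeq2 size factors they numbered 38 and 12 at 35d and 88 and 55 at 120d. Library GC content as a covariate gave 0 and 0 at 21d, 8 and 2 at 35d and 74 and 26 at 120d. The share of valid bases as a covariate gave 15 and 2 at 35d and 59 and 20 at 120d. Libraries with a share of at least 0.96, which leave 2 of 21d, gave 2 and 0 at 21d. With clean reads as the depth the higher and lower circRNAs numbered 429 and 2 at 28d, 1969 and 3 at 120d and 985 and 24 at 180d, and the 920 called at 35d were all higher. That scaling moved the median log2 fold change of all circRNAs from 0.15 to 0.70 at 14d, 0.21 to 1.13 at 21d, 0.17 to 0.96 at 28d, 0.19 to 1.29 at 35d, 0.26 to 1.99 at 120d and 0.20 to 1.27 at 180d, so a fold change with TMM is relative to the TMM reference and is no change per clean read. The 14d count of 2 became 1 without 1d replicate 1, 1d replicate 2 or 14d replicate 2, 11 without 1d replicate 3 and 10 without 14d replicate 3. The 21d count of 28 became 4 without 1d replicate 1, 5 without 1d replicate 2, 9 without 1d replicate 3 and 5 without 21d replicate 2 or 3. The 28d count of 47 became 19 without 1d replicate 1, 29 without 1d replicate 2 and 20 without 28d replicate 1. The 35d count of 65 became 31, 30 and 36 without 1d replicate 1, 1d replicate 2 and 35d replicate 2. The 120d count of 183 became 96 and 102 without 1d replicates 1 and 2, and the 180d count of 279 became 184 and 175 without 1d replicate 1 and 180d replicate 2.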

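The largest falls at 28d and 35d by the same rule were those of 5 circRNAs. TMX1 circRNA_02977, of a transmembrane thioredoxin gene, fell from 27.3 ± 11.9 normalized counts at 1d to 6.05 ± 5.44 at 28d (SD, n = 3 pigs each), a log2 fold change of -2.14 (standard error 0.59, adjusted p = 0.0426 from edgeR). At 35d it had 6.49 ± 2.53 (-2.07, standard error 0.57, adjusted p = 0.0345). ZNF644 circRNA_27510, of a zinc finger gene, fell from 28.8 ± 9.32 to 7.26 ± 2.1 at 28d (-1.94, standard error 0.49, adjusted p = 0.0162), and WDR33 circRNA_15747, of a polyadenylation factor gene, from 53.7 ± 10.9 to 19.5 ± 6.12 (-1.44, standard error 0.32, adjusted p = 0.00784). SLC45A4 circRNA_25535 fell from 25.3 ± 9.20 to 5.41 ± 1.69 at 35d (-2.19, standard error 0.54, adjusted p = 0.0124), and PSD3 circRNA_18418, of an exchange factor gene, from 24.7 ± 8.83 to 6.91 ± 1.71 (-1.85, standard error 0.48, adjusted p = 0.0171). Each of these falls was lost with clean reads as the depth (adjusted p = 0.129 and 0.2 for TMX1 at 28d and 35d, 0.151 for ZNF644, 0.302 for WDR33, 0.157 for SLC45A4 and 0.257 for PSD3). With the replicate number as a block that of TMX1 at 28d did not pass either (log2 fold change -2.12, adjusted p = 0.0596). Nor did it among libraries of at least 0.96 (-2.132, 0.0666), and its size stayed near -2.14 in both. After thinning those of ZNF644 (-1.859, 0.122), TMX1 at 35d (-1.795, 0.148), SLC45A4 (-2.052, 0.108) and PSD3 (-1.583, 0.42) did not pass. With the 1 library of 35d of at least 0.96 the 3 falls at 35d did not pass, at log2 fold changes of -1.61 for TMX1 (0.671), -2.17 for SLC45A4 (0.309) and -1.69 for PSD3 (0.574). The falls were also lost without single libraries. At 28d that of TMX1 was lost without 1d replicate 1 (0.175) or 2 (0.189) or 28d replicate 1 (0.191) or 3 (0.0796). That of ZNF644 was lost without 1d replicate 1 (0.086) or 2 (0.109) or 28d replicate 1 (0.107) or 3 (0.0598), and that of WDR33 without 1d replicate 3 (0.0577) or 28d replicate 3 (0.0525). At 35d that of TMX1 was lost without 1d replicate 1 (0.159) or 2 (0.166) or 35d replicate 1 (0.0511), 2 (0.102) or 3 (0.169). That of SLC45A4 was lost without 1d replicate 1 (0.0596) or 2 (0.104) or 35d replicate 3 (0.0849), and that of PSD3 without 1d replicate 3 (0.139) or 35d replicate 2 (0.108). Over all 12 alternatives the adjusted p ran from 0.00577 to 0.191 and 0.0246 to 0.671 for TMX1 at 28d and 35d, 0.00786 to 0.151 for ZNF644 and 0.00423 to 0.302 for WDR33. It ran from 0.00499 to 0.309 for SLC45A4 and 0.0087 to 0.574 for PSD3. Among the rises, circRNA_24032 in an immunoglobulin kappa variable locus, whose junction ordinary splicing can also give, went from 17.5 ± 8.40 at 1d to 452 ± 136 at 21d (log2 fold change 4.65, adjusted p = 0.0242). It had 566 ± 442 at 28d (4.98, adjusted p = 0.00938) and 765 ± 77.6 at 35d (5.41, adjusted p = 0.0062). At 21d the call was lost without any one of the 1d libraries (0.144, 0.103 and 0.0723) or without 21d replicate 2 (0.0994) or 3 (0.0587), and after thinning (0.0692). Among libraries of at least 0.96, which leave 2 of 21d and 1 of 35d, it did not pass at 21d (log2 fold change 4.80, 0.253) or 35d (5.54, 0.279). At 28d it was lost without 1d replicate 1 (0.061) or 2 (0.0525) or 28d replicate 1 (0.0508). Among libraries of at least 0.96, which keep all 3 of 28d, it did not pass (0.111), while the log2 fold change stayed at 4.975. BANK1 circRNA_36034 had 14.6 ± 2.47 at 21d (3.58, adjusted p = 0.0184). This call was lost with DESeq2's Wald test (log2 fold change 3.575, 0.113) and after thinning (3.351, 0.268). It was also lost without 1d replicate 1 (3.138, 0.125) or 2 (3.028, 0.109) or 21d replicate 2 (3.444, 0.0921) or 3 (3.614, 0.0587). With the 2 libraries of 21d of at least 0.96 it did not pass either (3.59, 0.102). The GC covariate, under which edgeR called 0 circRNAs at 21d, ended the 21d calls of circRNA_24032 and BANK1 as well. Since GC content separates the libraries of 1d and 21d, this cannot show that it caused these calls. SUSD3 circRNA_23740, of a sushi domain gene, rose from 2.33 ± 2.08 to 19.9 ± 3.80 at 28d (3.08, adjusted p = 0.00455), a call lost after thinning (0.394). Over all 12 alternatives these ran from 4.49e-06 to 0.253 at 21d, 2.22e-07 to 0.111 at 28d and 5.03e-09 to 0.279 at 35d for circRNA_24032, 0.000178 to 0.268 for BANK1 and 0.000219 to 0.394 for SUSD3.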

With 1d (just after birth) as the control, we observed 308, 224, 262, 397, 397, 564, and 717 DE circRNAs during the 7d vs. 1d, 14d vs. 1d, 21d vs. 1d, 28d vs. 1d, 35d vs. 1d, 120d vs. 1d, 180d vs. 1d groups, respectively (Fig. 3). 

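The circRNA of exons 4 to 5 of CD96 (circRNA_11685), which encodes an adhesion receptor of T and NK cells, rose from 2.60 ± 2.34 normalized counts at 1d to 44.7 ± 3.00 at 120d and 42.7 ± 7.48 at 180d (SD, n = 3 pigs per stage). It lies on chromosome 13 from 148164225 to 148168420. The log2 fold change was 3.94 at 120d (standard error 0.59, adjusted p = 1.7e-05 from edgeR) and 3.88 at 180d (standard error 0.60, adjusted p = 1.49e-05). The intronic circRNA of CR1 was at least 5.53-fold higher at 120d and at least 6.57-fold higher at 180d than at 1d (adjusted p = 1.7e-05 and 8.05e-06). BANK1 circRNA_36034 rose to 17.6 ± 11.5 at 180d (log2 fold change 3.87, adjusted p = 0.000618), and circRNA_06898 of MYCBP2, a ubiquitin ligase gene, rose from 3.50 ± 3.11 to 23.0 ± 7.40 (log2 fold change 2.74, adjusted p = 0.00125). LRRK2 circRNA_28945, from a kinase gene expressed in myeloid and B cells, rose from 3.52 ± 3.32 to 22.8 ± 3.57 (log2 fold change 2.71, adjusted p = 0.00208). In an immunoglobulin kappa variable locus (LOC100736878, chromosome 3 from 57235342 to 57272274) circRNA_24032 rose from 17.5 ± 8.40 to 850 ± 92.7 at 180d, a log2 fold change of 5.56 (standard error 0.95, adjusted p = 0.00117). Copies of a leader exon lie beside its junction, so reads of ordinary splicing can give it. In the other direction circRNA_34381 of BTBD7, a gene of epithelial branching, fell from 26.2 ± 9.83 at 1d to 0.719 ± 1.24 at 180d (log2 fold change -4.82, standard error 0.74, adjusted p = 1.12e-05). SLC45A4 circRNA_25535, from a solute carrier gene, fell from 25.3 ± 9.20 to 1.78 ± 3.08 (log2 fold change -4.04, adjusted p = 1.63e-05) after a mean of 46.3 ± 8.33 at 7d. ZRANB1 circRNA_14994, from a deubiquitinase gene, and NSD2 circRNA_34504, from a histone methyltransferase gene, had log2 fold changes of -3.47 (adjusted p = 2.03e-05) and -2.99 (adjusted p = 4.11e-05). GLIS3, a zinc finger transcription factor gene, had 2 circRNAs that fell by 120d, circRNA_03547 (log2 fold change -2.43, adjusted p = 0.00548) and circRNA_03546 (-2.18, adjusted p = 0.000137). With clean reads as the depth the GLIS3 circRNAs did not pass at 120d (log2 fold change -0.71, adjusted p = 0.164, and -0.45, adjusted p = 0.35; 0.000338 to 0.164 and 5.87e-06 to 0.35 over all 12 alternatives). Only 1 library of 180d is left among those with a share of valid bases of at least 0.96. With it 6 of the 180d calls did not pass, at log2 fold changes of 3.07 for BANK1 (adjusted p = 0.199), 2.16 for MYCBP2 (0.174), 2.63 for LRRK2 (0.0816), 5.35 for circRNA_24032 (0.0915), -2.24 for SLC45A4 (0.111) and -2.47 for NSD2 (0.0631). With 1 library this does not show that the calls depend on valid bases. After thinning the calls of BANK1 (log2 fold change 3.254, 0.0509), MYCBP2 (2.073, 0.059) and LRRK2 (2.558, 0.0689) were lost. Over all 12 alternatives the adjusted p at 180d ran from 3.78e-06 to 0.199 for BANK1, 1.63e-05 to 0.174 for MYCBP2 and 1.07e-05 to 0.0816 for LRRK2. It ran from 7.45e-10 to 0.0915 for circRNA_24032, 9.23e-07 to 0.111 for SLC45A4 and 3.66e-05 to 0.0631 for NSD2. It stayed under 0.05 in all 12 for CD96 (highest 0.00834), CR1 (0.00607), BTBD7 (0.00607) and ZRANB1 (0.00446). Each circRNA named here had every library of 1 stage above every library of the other, which chance alone gives for 10% of circRNAs at 3 pigs against 3.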

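Among the 10 largest falls from 1d to 120d were those of circRNAs from CTSV, a cathepsin gene, TFDP2, a partner gene of the E2F factors, PLCL2, a phospholipase-like gene, and ALMS1, a centrosomal gene. CTSV circRNA_04944 fell from 21.1 ± 13.9 normalized counts to 3.78 ± 2.65 (SD, n = 3 pigs each), a log2 fold change of -2.41 (standard error 0.53, adjusted p = 0.00199 from edgeR), and TFDP2 circRNA_10463 from 16.9 ± 1.12 to 3.80 ± 2.54 (-2.14, standard error 0.57, adjusted p = 0.0126). PLCL2 circRNA_08965 fell from 24.0 ± 15.0 to 5.23 ± 2.28 (-2.19, standard error 0.54, adjusted p = 0.00615), and ALMS1 circRNA_24171 from 15.7 ± 6.38 to 3.45 ± 1.48 (-2.13, standard error 0.58, adjusted p = 0.0139). The circRNAs of BTBD7 (-2.37, adjusted p = 0.00238), SLC45A4 (-2.28, 0.00211), DNM3 (circRNA_38142, -2.07, 0.0486) and TMX1 (-2.01, 0.0139) fell as well. These 8 falls were lost with clean reads as the depth (adjusted p = 0.34, 0.563, 0.461, 0.593, 0.336, 0.394, 0.67 and 0.714 in the order given). With the replicate number as a block that of DNM3 did not pass (log2 fold change -2.119, adjusted p = 0.0558). After thinning those of TFDP2 (-2.731, 0.0856), PLCL2 (-1.844, 0.172), DNM3 (-1.726, 0.0947) and TMX1 (-1.798, 0.0889) did not pass, with a larger fall for TFDP2 and smaller ones for the others. With the 1 library of 120d that has a share of valid bases of at least 0.96 those of ALMS1 (-1.86, 0.214), BTBD7 (-2.58, 0.0599), SLC45A4 (-2.12, 0.065), DNM3 (-3.15, 0.0599) and TMX1 (-2.79, 0.0767) did not pass. Single libraries ended 6 of the 8. That of CTSV was lost without 1d replicate 2 (0.106), that of TFDP2 without 1d replicate 2 (0.0558) or 120d replicate 1 (0.0964), and that of PLCL2 without 1d replicate 3 (0.16). That of ALMS1 was lost without 1d replicate 2 (0.134) or 120d replicate 2 (0.0653). That of DNM3 was lost without 1d replicate 1 (0.121), 2 (0.168) or 3 (0.0661) or 120d replicate 1 (0.152) or 2 (0.136), and that of TMX1 without 1d replicate 1 (0.0824) or 2 (0.0969) or 120d replicate 1 (0.0812). Over all 12 alternatives the adjusted p ran from 0.000602 to 0.34 for CTSV, 0.00427 to 0.563 for TFDP2, 0.00294 to 0.461 for PLCL2 and 0.00248 to 0.593 for ALMS1. It ran from 0.000213 to 0.336 for BTBD7, 0.000159 to 0.394 for SLC45A4, 0.000934 to 0.67 for DNM3 and 0.00896 to 0.714 for TMX1. Among the 10 largest rises at 120d, MKL1 circRNA_27744, of a coactivator gene of serum response factor, went from 4.30 ± 5.06 to 24.9 ± 2.34 (2.44, standard error 0.60, adjusted p = 0.00726), and SLC35D2 circRNA_04967, of a nucleotide sugar transporter gene, from 2.97 ± 2.62 to 16.2 ± 8.22 (2.46, standard error 0.68, adjusted p = 0.0169). The call of MKL1 was lost without 1d replicate 1 (0.0615) and after thinning (0.144, and 1.46e-06 to 0.144 over all 12 alternatives). That of SLC35D2 was lost without 1d replicate 3 (0.117) or 120d replicate 1 (0.0786) or 2 (0.0565) and after thinning (0.124, and 9.75e-07 to 0.124). The log2 fold changes at 120d were 4.70 for circRNA_24032 (adjusted p = 0.00557, and 3.39e-06 to 0.153 over all alternatives), 3.67 for BANK1 (0.00193, and 1.37e-07 to 0.135) and 3.48 for circRNA_19735 within LOC106506781 (0.00106, and 4.72e-08 to 0.043). They were 3.1 for MYCBP2 (0.000245, and 2.63e-08 to 0.0122), 2.56 for SUSD3 (0.00984, and 6.62e-07 to 0.549) and 2.45 for LRRK2 (0.00803, and 3.78e-07 to 0.153). The calls of BANK1 (log2 fold change 3.006, 0.135), SUSD3 (1.677, 0.549) and LRRK2 (2.415, 0.146) were lost after thinning. With the 1 library of 120d of at least 0.96 those of circRNA_24032 (log2 fold change 4.61, 0.153), BANK1 (3.47, 0.074), SUSD3 (2.135, 0.264) and LRRK2 (2.23, 0.153) did not pass. The call of SUSD3 was lost without 1d replicate 2 (0.0873), and that of LRRK2 without 1d replicate 3 (0.0723) or 120d replicate 2 (0.0536).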

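Of 32 measured host genes of the cell cycle 12 had lower circRNA counts at 180d than at 1d and 0 had higher ones, and of 6 measured T and NK cell genes 2 had higher ones and 0 lower. Counts of all circRNAs of a host gene were summed for this, and members of a list were counted at an adjusted p under 0.05 with no fold change minimum. MCM6, a subunit of the replicative helicase, fell from 42.1 ± 10.4 normalized counts at 1d to 5.07 ± 3.95 at 180d (SD, n = 3 pigs each), a log2 fold change of -2.97 (standard error 0.42, adjusted p = 2.04e-06 from edgeR). DTL, the substrate receptor of a ubiquitin ligase that degrades the licensing factor CDT1, fell from 32.5 ± 6.53 to 5.84 ± 1.41 (log2 fold change -2.48, adjusted p = 3.32e-05), and the spindle checkpoint kinases BUB1B and BUB1 had log2 fold changes of -2.36 (adjusted p = 0.000758) and -3.31 (adjusted p = 0.00212). The list holds 97 genes, and of the 32 measured 11 were lower at 180d with the fold change minimum of 2, 19 adjusted over the list alone and 20 did not pass the test; the median log2 fold change was -1.74, against 0.15 over all host genes. All 32 lay below 0 with TMM, and with clean reads as the depth 4 were lower, 22 lay below 0 and 10 above it, while all 32 lay below the median of all host genes (1.30). At 120d 7 were lower (9 adjusted over the list alone) and the median was -0.74; with clean reads 27 lay above 0, 9 of them higher, and 29 lay below the median of all host genes (2.00). Of 40 erythroid genes 4 were measured. TFRC, the transferrin receptor, fell from 49.4 ± 15.2 to 4.87 ± 6.69 at 180d (log2 fold change -3.18, standard error 0.68, adjusted p = 0.00315), and SOX6, a regulator of erythroid maturation, from 20.3 ± 0.381 to 0.958 ± 0.830 (log2 fold change -4.11, standard error 1.06, adjusted p = 0.00938). EPB41 and ABCB10 did not pass (adjusted p = 0.0511 and 0.11), and all 4 were lower adjusted over the list alone; with clean reads 1 of the 4 lay above 0. CD96 summed per gene rose to 42.0 ± 6.89, and ARHGAP15, a Rac inhibitor of leukocytes, rose from 1.67 ± 2.89 to 13.3 ± 5.08 (log2 fold change 2.89, standard error 0.87, adjusted p = 0.0176). These were the 2 T and NK cell genes that were higher (2 adjusted over the list alone, 4 did not pass). With clean reads 4 of the 6 were higher, and after thinning 1 was, as ARHGAP15 no longer passed (adjusted p = 0.211, and 0.000198 to 0.211 over 6 alternatives). With TMM the list's median of 1.72 became 0.53 with DOCK2, which was listed at 0 at 1d, at its bound. Among 5 B and plasma cell genes BANK1 (log2 fold change 3.81, adjusted p = 0.000758), the inhibitory receptor gene CD22 (1.34, adjusted p = 0.0222) and the exchange factor gene RALGPS2 (1.62, adjusted p = 0.0296) rose at 180d (3 higher and BCL11A lower adjusted over the list alone). With library totals of the table CD22 (adjusted p = 0.0536, and 7.31e-06 to 0.0536 over 6 alternatives) and RALGPS2 (0.0568, and 4.86e-05 to 0.0568) no longer passed. Against the other host genes (camera of limma, two-sided, preset correlation 0.01, adjusted over 7 lists) the cell cycle genes lay lower at 180d (adjusted p = 5.7e-13; adjusted p = 0.00937 with an estimated correlation) and 120d (adjusted p = 2.12e-07; adjusted p = 0.0636 with an estimated correlation). The erythroid genes lay lower at 180d (adjusted p = 0.000618; adjusted p = 0.037 with an estimated correlation) and 120d (adjusted p = 0.00204; adjusted p = 0.0636 with an estimated correlation). The T and NK cell genes lay higher at 180d (adjusted p = 0.0309; adjusted p = 0.11 with an estimated correlation), a call lost without 1d replicate 3 (0.129) or 180d replicate 1 (0.0517), and at 120d (adjusted p = 0.0176; adjusted p = 0.101 with an estimated correlation), a call lost without 1d replicate 3 (0.103) or 120d replicate 1 (0.0529). The B and plasma cell genes lay higher at 120d (adjusted p = 0.0176; adjusted p = 0.129 with an estimated correlation), a call lost without 1d replicate 2 (0.0602), and did not pass at 180d (adjusted p = 0.303). Over all 32 alternatives these adjusted p ran from 2.65e-16 to 0.00937 at 180d and 1.06e-09 to 0.0636 at 120d for the cell cycle genes, and from 1e-05 to 0.037 and 2.23e-05 to 0.0636 for the erythroid genes. They ran from 0.0136 to 0.129 and 0.00183 to 0.146 for the T and NK cell genes, and from 0.0684 to 0.609 and 0.00275 to 0.129 for the B and plasma cell genes. With stage labels shuffled, camera gave a p under 0.05 for the trend of the cell cycle genes in 61 of 99 draws, of the erythroid genes in 22 and of the T and NK cell genes in 14, so its p-values are far too small.

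**Figure D2:**
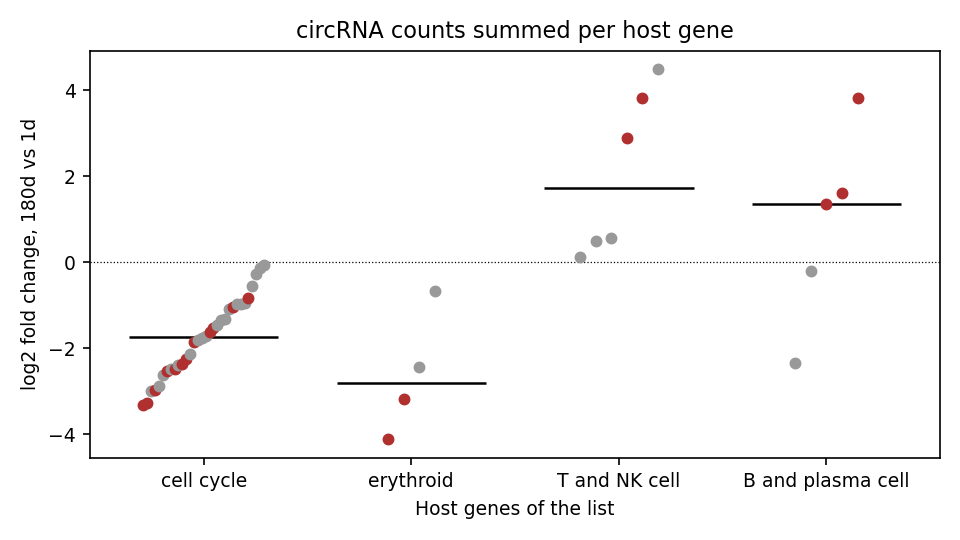
Log2 fold change of host gene counts at 180d against 1d (y axis) for 4 gene lists (x axis); red points have an adjusted p under 0.05, grey points do not, and bars are list medians. All 32 cell cycle genes lie below 0 with TMM (22 with clean reads as the depth), and the highest T and NK cell point, DOCK2 listed at 0 at 1d, is a fitted value and no bound.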

Taken together, these data suggested that the circular nature of circRNAs was potentially critical for its immunomodulatory activity, as multiple circRNAs were either highly expressed or scarcely expressed during distinct stages of porcine spleen development.

**Fig. 3:**
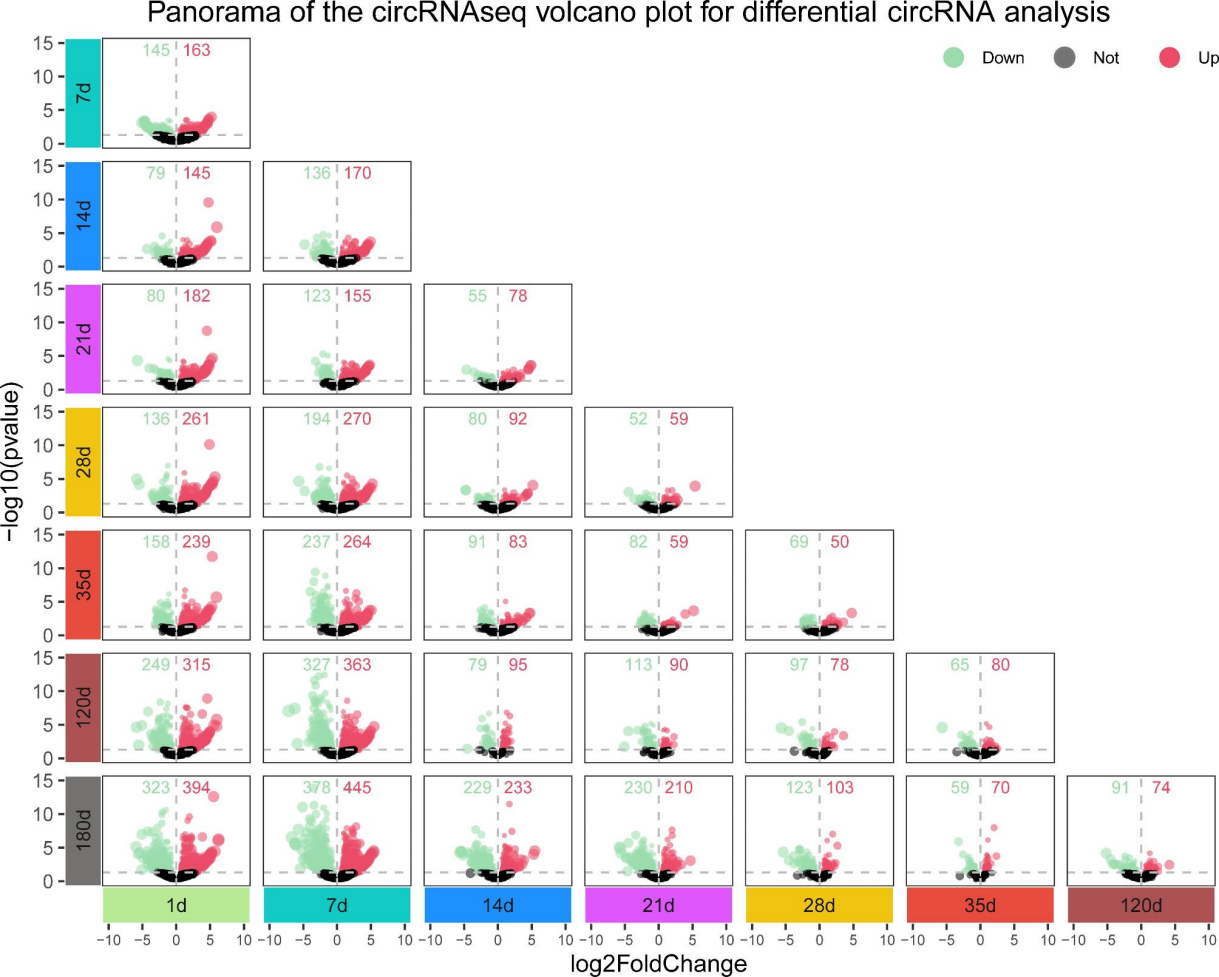
Volcano plot analysis of differentially expressed (DE) circRNAs during different stages of Meishan pig spleen development. Volcano plots depicting –log10 (pvalue) versus log2foldchange in circRNAs expression profile in RPM over different time periods. Red dots indicate highly expressed circRNAs; Green dots indicate scarcely expressed circRNAs.

### Generation of the circRNA-mRNA co-expression network using WGCNA

WGCNA is often used to generate gene co-expression modules from gene expression profiles [20]. Herein, we elucidated the circRNAs expression profile by generating a co-expression module containing 3000 circRNAs using WGCNA. With a soft threshold power β of 10 (Fig. 4A), our generated network was categorized into 7 modules, marked by different colors (black, brown, grey, pink, red, turquoise, and yellow) (Fig. 4B, Table S3). Figure 4 C illustrates the association between co-expression modules and various spleen developmental stages. We observed a strong direct correlation between the red modules and developmental stages (correlation coefficient = 0.88, *p* = 2e-08). 

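MYO9A, an unconventional myosin gene, has a circRNA of exons 31 to 33, circRNA_02737, that rose from 10.6 ± 1.24 normalized counts at 1d to 40.0 ± 1.70 at 180d (SD, n = 3 pigs each). Its log2 fold change was 1.89 (standard error 0.38, adjusted p = 0.000359 from edgeR). The circRNA of MYO9B, circRNA_21145, rose from 5.25 ± 4.56 to 32.0 ± 2.33 (log2 fold change 2.50, standard error 0.52, adjusted p = 0.00062). Within LOC102162338, an uncharacterized gene, circRNA_13457, which has no assigned host gene, rose from 12.3 ± 2.44 to 60.7 ± 8.66 (log2 fold change 2.28, standard error 0.38, adjusted p = 2.39e-05). DNAJC14, a chaperone gene, had a circRNA that rose from 6.68 ± 4.21 to 27.7 ± 3.32 (log2 fold change 2.02, standard error 0.49, adjusted p = 0.00371). With the 1 library of 180d that has a share of valid bases of at least 0.96 the calls of MYO9B (log2 fold change 2.36, adjusted p = 0.0637) and DNAJC14 (1.865, 0.171) did not pass. Lost after thinning were those of circRNA_02737 (0.168), MYO9B (0.134) and DNAJC14 (0.248). Over all 12 alternatives these ran from 3.55e-07 to 0.168 for circRNA_02737, 3.78e-06 to 0.134 for MYO9B and 1.07e-05 to 0.248 for DNAJC14. These are 4 of the 12 circRNAs that the study carried forward from its red module. Over the 24 libraries their log2 level per doubling of age rose by 0.29 (circRNA_02737, adjusted p = 2.53e-06), 0.39 (circRNA_21145, 1.61e-06), 0.33 (circRNA_13457, 1.61e-06) and 0.31 (circRNA_27991 of DNAJC14, 3.52e-05). The slopes were 0.37 for circRNA_02751 of MYO9A (adjusted p = 0.000283), 0.30 for circRNA_08458 of SSH2, a cofilin phosphatase gene (0.000523), 0.26 for circRNA_13237 of the receptor kinase gene GRK3 (0.001) and 0.29 for circRNA_33760 of the dehydrogenase gene DHRS1 (0.0143). Among the 17 libraries of at least 0.96 these 4 trends did not pass, with slopes of 0.33, 0.23, 0.22 and 0.21 (adjusted p = 0.0595, 0.103, 0.106 and 0.37 in this order). Nor did those of GRK3 (slope 0.1911, adjusted p = 0.101) and DHRS1 (0.2901, 0.198) after thinning. Over all 30 alternatives they ran from 3.44e-08 to 0.0595, 4.65e-08 to 0.103, 3.4e-08 to 0.106 and 1.01e-05 to 0.37. The slope of circRNA_27452 of RPAP2 was 0.20 (adjusted p = 0.019; 0.0932 without 180d replicate 3, and 2.42e-06 to 0.704 over all 30 alternatives). It was 0.1327 among the 17 libraries of at least 0.96 (adjusted p = 0.434) and 0.08876 after thinning (0.704). That of circRNA_27812 of PRDM4 was 0.24 (adjusted p = 0.0309; 0.0518 without 120d replicate 3, 0.0586 without 180d replicate 1, 0.0912 without 180d replicate 3; 2.32e-05 to 0.293 over all alternatives). Among the 17 libraries the PRDM4 slope was 0.2278 (adjusted p = 0.293), and after thinning it was 0.3023 (0.103), so the call was lost while the slope was not smaller after thinning. RILPL1 circRNA_12738 had a slope of 0.24 (adjusted p = 0.0456) that no longer passed without 1d replicate 1 (0.0943), 7d replicate 1 (0.0539) or 3 (0.0619), 14d replicate 2 (0.0536), 21d replicate 2 (0.0513) or 3 (0.0511), 120d replicate 2 (0.0633) or 3 (0.0571), or 180d replicate 1 (0.163), 2 (0.0681) or 3 (0.104), nor with DESeq2 size factors (0.0615), the replicate block (0.0558), the 17 libraries of at least 0.96 (0.325) or thinning (0.668). Over all alternatives its adjusted p ran from 4.47e-05 to 0.668. The paper's Table S5 also lists circRNA_00683 of SMAP1, a gene of membrane traffic, which had 3.11 ± 3.02 normalized counts at 1d and 9.41 ± 4.92 at 180d (log2 fold change 1.48, adjusted p = 0.307) and a slope of 0.29 (adjusted p = 0.0317). This trend was lost without 1d replicate 1 (0.0645), 120d replicate 1 (0.0577), 2 (0.0542) or 3 (0.0588) or 180d replicate 3 (0.113). It was also lost among the 17 libraries of at least 0.96 (0.496) and after thinning (0.551, and 3.84e-05 to 0.551 over all 30 alternatives). At 180d against 1d the circRNAs of RILPL1, RPAP2, PRDM4 and DHRS1 passed with clean reads but not with TMM. With TMM circRNA_02751 and those of SSH2 and GRK3 passed. The call of SSH2 was lost without 1d replicate 1 (adjusted p = 0.161) or 180d replicate 3 (0.177). That of circRNA_02751 was lost without 1d replicate 2 (0.0587) or 3 (0.0953) or 180d replicate 1 (0.0575) and after thinning (0.0642). That of GRK3 was lost without 1d replicate 1 (0.0673) or 3 (0.0616) and after thinning (0.276). The study chose all these circRNAs on the same libraries, so their tests are not independent evidence. In the part of Table S3 at hand, with 303 circRNAs, the 3 circRNAs marked red all rose, against 10.7% of all 3000.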

The heatmap shows the expression pattern of red module, where the expression of genes in the red module tends to increase with time (Fig. 4D). Hence, the red module for circRNA expression profile was selected for subsequent analysis.

**Fig. 4:**
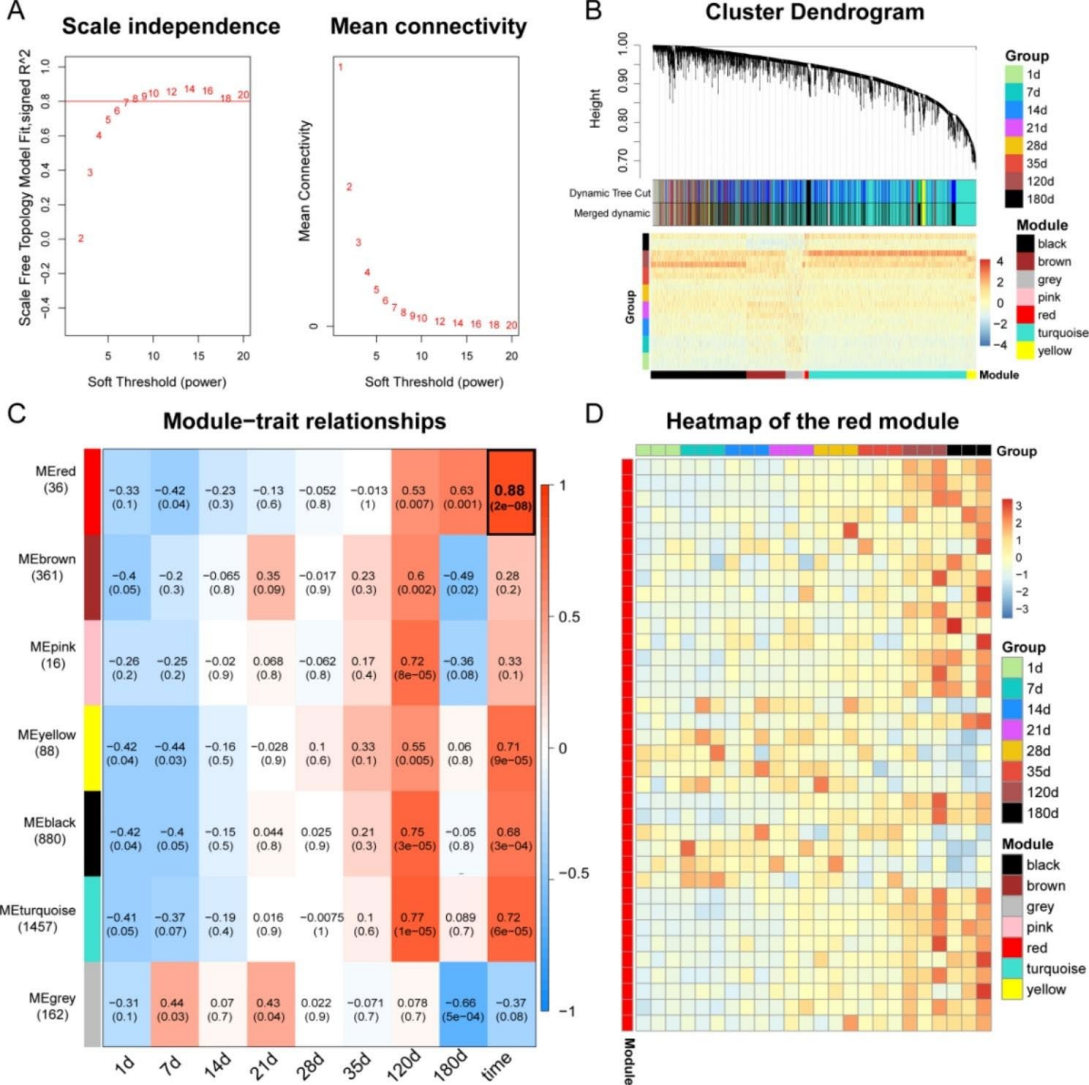
WGCNA analysis of the circRNA dataset identified by the co-expression module of Meishan pig spleen development. (**A**) Scale independence and average connectivity analysis for varying soft cut-off powers. (**B**) Clustering dendrograms of porcine spleen samples at various developmental stages. Differing colors represent WGCNA-generated co-expression modules. Branch modules are color-coded based on their interconnections with other circRNAs. Overall, 7 modules of various colors are presented in the horizontal bar using 0.25 threshold merging. (**C**) The module–trait association. Individual rows represent a modular eigengene, and individual columns represent a trait. Each cell incorporates associated correlation and p-value. Red refers to direct associations, and blue denotes inverse associations. (**D**) Heatmap depicts the circRNA expression profile of the red module

We conducted further analysis on a WGCNA module consisting of 15,188 mRNAs, based on a prior transcriptome mRNA profiling of the Meishan pig spleen at distinct developmental stages (NCBI SRA repository under the BioProject IDs: PRJNA875155, PRJNA869328). As depicted in Fig. S1 and Table S4, based on the soft threshold power β = 9 (Fig. S1A), we generated a gene hierarchy clustering tree, and screened 12 gene modules (brown, darkmagenta, darkolivegreen, darkturquoise, sienna3, lightgreen, greenyellow, skyblue, paleturquoise, lightcyan, royalblue, and grey) that were intricately linked to porcine spleen development (Fig. S1B). Additionally, our assessment of the module-trait association revealed that distinct spleen developmental stages were strongly and positively associated with the darkturquoise module (correlation coefficient = 0.74, *p* = 4e-05) (Fig. S1C). Moreover, our heatmap revealed the transcript expression profile of darkturquoise (Fig. S1D). Therefore, we employed the darkturquoise module of mRNAs expression profile for further analyses. Collectively, our circRNA-mRNA co-expression modules revealed distinct expression patterns, and preliminary screening revealed that the circRNAs in the red module and mRNAs in the darkturquoise module displayed a strong direct correlation with spleen developmental stage, thereby confirming a significant role of circRNAs in pig spleen development.

Based on the above results, we identified 36 circRNAs in the red module, and 508 mRNAs in the darkturquoise module. We performed correlation analysis on the circRNAs/mRNAs co-expression (Fig. 5A). Our results revealed 13 circRNAs and 54 mRNAs that were strongly associated in their expression profiles, carrying a Pearson correlation coefficient > 0.85 (Fig. 5B, Table S5). We next conducted GO terms and KEGG network annotation analyses of the circRNA-associated genes. Using GO analysis, we revealed that the associated genes participated in immune regulation (Fig. 5C, Table S6). Using KEGG network analysis, we revealed that the T cell receptor signaling pathway, antigen processing and presentation, primary immunodeficiency, intestinal immune network for IgA production were the most immune-associated networks (Fig. 5D, Table S7).

**Fig. 5:**
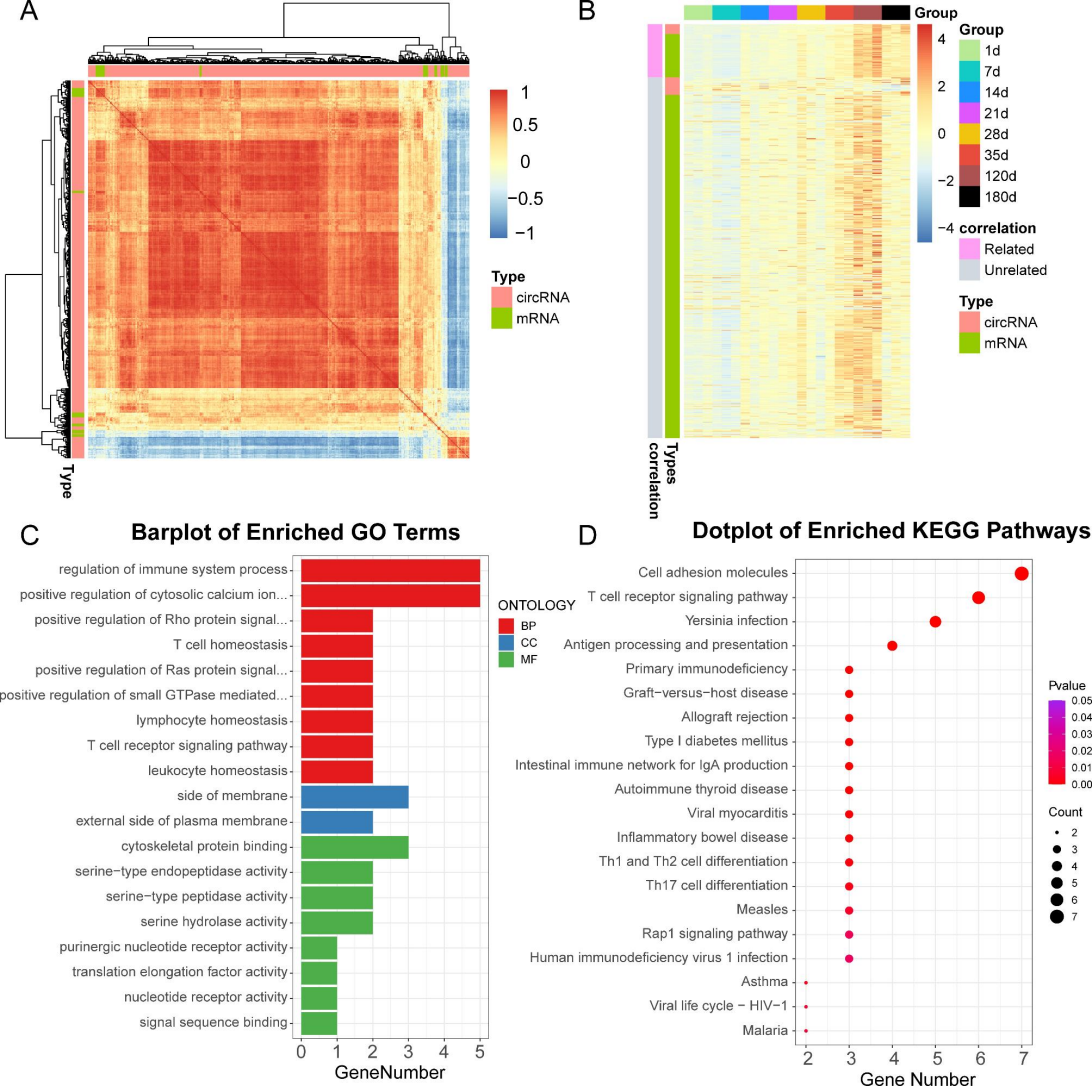
Correlation analysis and functional annotation of circRNA and mRNA expression profiles. (**A**) Correlation analysis of the circRNAs/mRNAs co-expression profile. (**B**) Heatmap of circRNA and mRNA gene expression profiles. (**C**) GO functional analysis of mRNAs associated with the DE circRNAs. (**D**) KEGG network analysis of mRNAs associated with the DE circRNAs.

### Generation of a possible circRNA-miRNA-mRNA modulatory axis

To further elucidate the influence of circRNAs on mRNAs, in presence of miRNAs, during Meishan pig spleen development, we generated a ceRNA network using the aforementioned data. Table S8 illustrates the miRNA target gene prediction via the miRanda and Pita software. In all, we utilized 12 circRNAs, 24 miRNAs, and 6 mRNAs to generate the ceRNA network (Fig. 6A). Subsequently, we employed a heatmap to illustrate the expression profiles of *CD226, MBD2, SAMD3, SIT1, SRP14, SYTL3*, and their co-expressed circRNAs, with a rising trend over increasing developmental stage (Fig. 6B). 

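With TMM the mean level of the 12 circRNAs was lowest at 7d and highest at 180d. As a mean z-score of log2 CPM over the 12, from MYO9A, MYO9B, SSH2, RILPL1, GRK3, PAPD4, RPAP2, PRDM4, DNAJC14 and DHRS1 and from a site within LOC102162338 with no assigned host gene (circRNA_13457), it was -0.78 ± 0.60 at 1d and -1.17 ± 0.44 at 7d (SD, n = 3 pigs per stage). It was -0.23 ± 0.29 at 14d, -0.11 ± 0.26 at 21d, 0.17 ± 0.26 at 28d and 0.14 ± 0.05 at 35d. It reached 0.66 ± 0.24 at 120d and 1.33 ± 0.23 at 180d. The mean z-score with clean reads as the depth was lowest at 7d as well (-1.28). It was 1.24 at 120d and 1.20 at 180d. Each of the 12 had its highest mean at 180d with TMM, and with clean reads as the depth 5 of them, including circRNA_21767 of PAPD4, a cytoplasmic poly(A) polymerase gene, had it at 180d and 7 at 120d. The lowest mean with TMM was at 7d for 10 of the 12 and at 1d for the circRNAs of PAPD4 and DNAJC14, and with clean reads that of SSH2 was lowest at 1d as well. The mean z-score rose with log2 age (n = 24 libraries, Pearson r = 0.826 and Spearman correlation 0.919, permutation p = 1e-05 for each, two-sided, the smallest that the permutations can give). Adjusted over the 2 relations with age, the p of r was 2e-05. Without the 3 libraries of 1d r was 0.921 (permutation p = 1e-05), and among the 17 libraries with a share of valid bases of at least 0.96 it was 0.738 (permutation p = 0.0008). Since these circRNAs were selected for their relation with stage in these libraries, the correlation is not independent evidence. The 6 mRNAs of the heatmap were not analysed here.

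**Figure D3:**
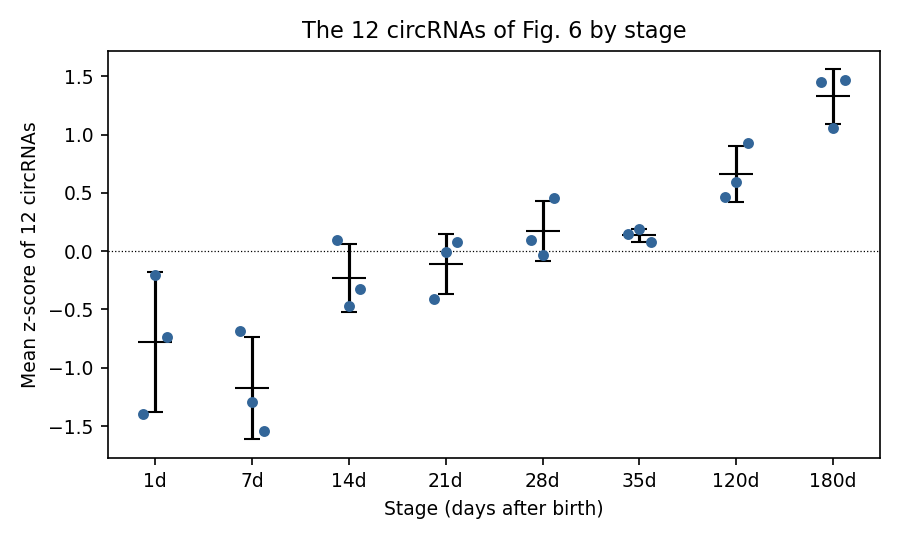
Mean z-score of log2 CPM over the 12 circRNAs of Fig. 6 (y axis) at each stage in days after birth (x axis); points are libraries, horizontal lines are means and bars are SD over 3 pigs. The means run from -1.17 at 7d to 1.33 at 180d, the highest with TMM, whereas with clean reads as the depth 7 of the 12 circRNAs were highest at 120d.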

We also screened for the major immune-related spleen networks, and discovered the *SIT1* gene to be a marked contributor of immune regulation (Fig. 6C). Additional correlation analysis revealed that all 9 circRNA expressions were strongly and directly associated with *SIT1* expression (Fig. 7). Collectively, these results suggested that circRNAs were DE across all 8 analyzed stages of porcine spleen development. Therefore, they can potentially modulate spleen development via regulation of host gene expression.

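CTSS, which encodes the antigen-processing protease cathepsin S, has a circRNA of exons 3 to 4, circRNA_26897, that rose from 12.3 ± 2.61 normalized counts at 1d to 62.2 ± 18.4 at 180d (SD, n = 3 pigs each; slope 0.34 log2 per doubling of age, adjusted p = 8.39e-08 from edgeR). The circRNA_01497 of USP3, a histone deubiquitinase gene, rose from 28.8 ± 2.22 to 96.4 ± 25.0 (slope 0.26, adjusted p = 3.24e-09). In TLK1 circRNA_16050 rose from 28.5 ± 2.32 to 115 ± 25.7 (slope 0.27, adjusted p = 1.96e-09), and that of STK17A, a death-associated kinase gene, from 62.5 ± 9.84 to 166 ± 43.4 (slope 0.23, adjusted p = 8.39e-08). EZH2, the methyltransferase of Polycomb repressive complexes, has circRNA_38090, which fell from 27.7 ± 0.469 to 4.23 ± 0.965 (slope -0.36, adjusted p = 1.46e-06). The circRNA_26742 of CCT3, a subunit of the TRiC chaperonin, fell from 108 ± 22.3 to 38.5 ± 9.86 (slope -0.20, adjusted p = 8.41e-07), and circRNA_26745 of the same gene from 56.6 ± 9.97 to 14.5 ± 3.32 (slope -0.23, adjusted p = 1.37e-06). Those of WDR33, a polyadenylation factor, and ZZZ3, a subunit of a histone acetyltransferase complex, had slopes of -0.26 (adjusted p = 1.56e-06) and -0.23 (adjusted p = 2.13e-06). With clean reads as the depth these falls were lost and 2 slopes turned positive (0.0287 for circRNA_26742 and 0.00192 for circRNA_31822 of ZZZ3). Over all 30 alternatives the adjusted p ran from 1.14e-10 to 0.0765 for EZH2, 1.67e-10 to 0.593 and 7.83e-12 to 0.999 for circRNA_26742 and circRNA_26745, 1.62e-09 to 0.599 for WDR33 and 6.35e-10 to 0.973 for ZZZ3, each highest with clean reads. In all, 322 circRNAs rose with age and 173 fell at an adjusted p under 0.05 (912 of 3000 at an unadjusted p under 0.05). With library totals of the table in place of TMM 204 rose and 282 fell, with DESeq2 size factors 276 rose and 219 fell, and with clean reads as the depth 1937 rose and 6 fell. The share of valid bases as a covariate left 193 rising and 72 falling, and the 17 libraries of at least 0.96 left 92 and 25. Thinning left 115 rising and 122 falling, which turned the balance. Clean reads moved the median slope of all circRNAs from 0.03 to 0.25. Across the 8 stages 269 circRNAs differed by edgeR's F test (608 at an unadjusted p under 0.05), and 441 by DESeq2's likelihood ratio test. Of the 269 called by edgeR, 90 had their highest mean at 180d, 75 at 7d, 47 at 120d and 22 at 1d. With clean reads 1332 of 1515 called circRNAs were highest at 120d. Between pairs of stages 214 circRNAs were higher and 165 lower at 180d than at 7d, 191 and 92 at 120d than at 7d, and 78 and 52 at 35d than at 7d. Among 14d, 21d, 28d and 35d edgeR called 0 circRNAs in each pair (DESeq2 called 1 at 35d against 14d and 0 in the other pairs; 111 to 174 had an unadjusted p under 0.05 in DESeq2). The paper reports DE circRNAs in all 7 comparisons with 1d (Fig. 3). After the heatmap, the ceRNA network and the correlations with SIT1, it proposes that circRNAs are DE across the 8 stages. It adds that they could potentially modulate spleen development through their host genes.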

**Fig. 6:**
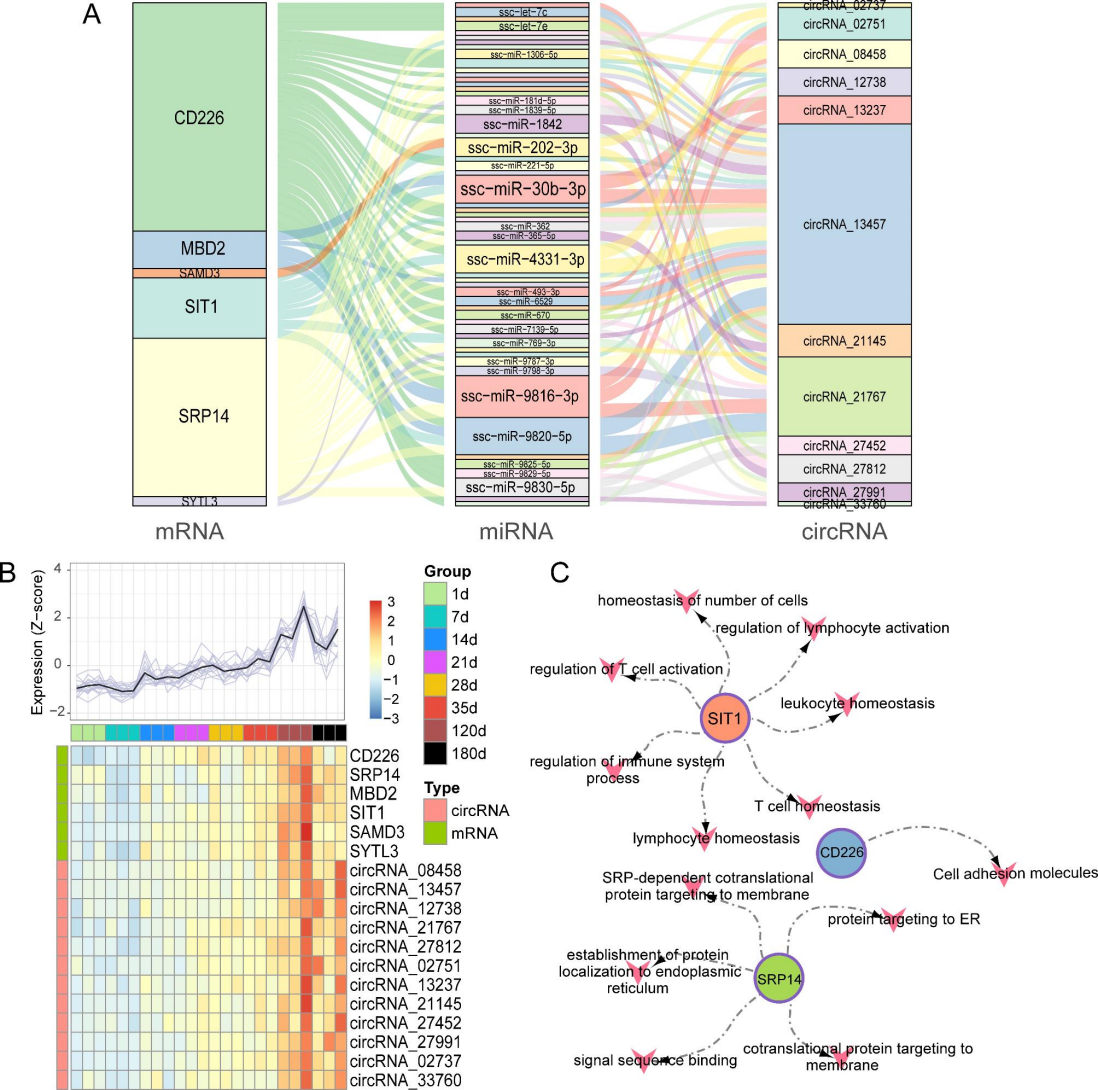
Generation of a potential circRNA-miRNA-mRNA modulatory axis. (**A**) Sankey plot decpiting the ceRNA axis estimated by the targeted associaiton and co-expression of circRNA-miRNA and miRNA-mRNA. Individual rectangles represent a single gene, and the connection degrees of individual genes are visualized according to the rectangular size. (**B**) Heat-map depicting the pattern of gene and circRNAs expression within the co-expression network. (**C**) Functional annotation of major genes within the co-expression network

**Fig. 7:**
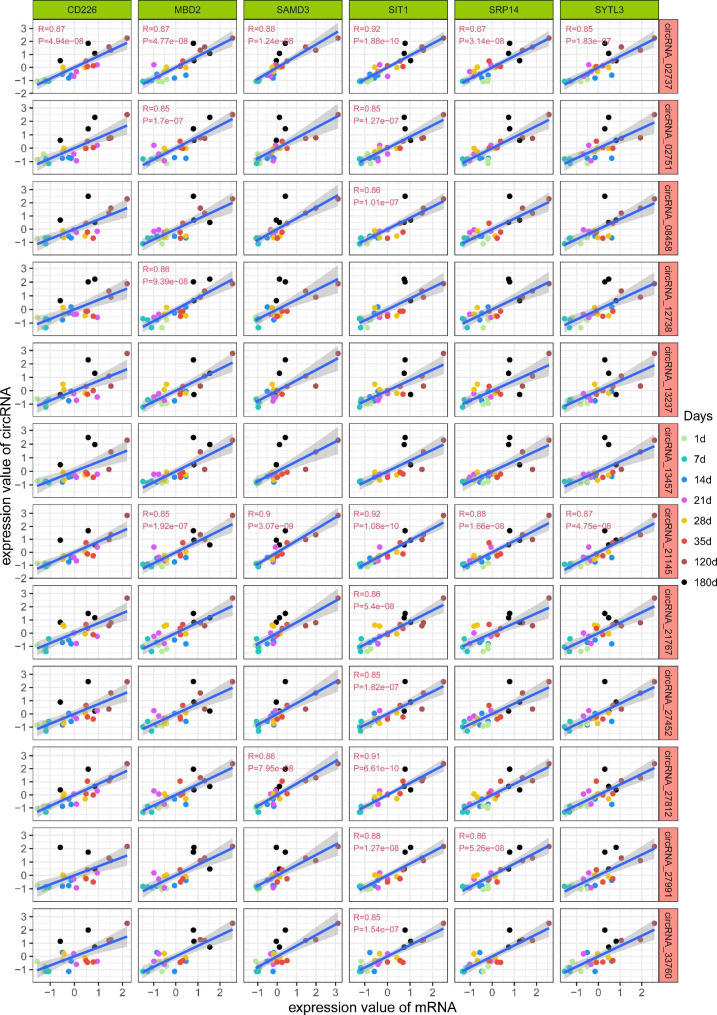
Scatter plot of circRNAs and mRNAs correlation analysis during Meishan pig spleen development. Individual genes and circRNAs depicting various levels of correlation. R refers to the correlation coefficient; *P* < 0.01 denotes significant correlation

### Experimental verification of the circRNA-miRNA-mRNA regulatory network

Emerging evidences suggested that a series of sub-graphs containing 3 nodes modulate several biological functions [21]. 

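PAPD4 encodes a cytoplasmic poly(A) polymerase, and its circRNA_21767 covers exons 9 to 13 on chromosome 2 of Sscrofa11.1 from 88358554 to 88372391 with 457 nt. It had 3.75 ± 4.16 normalized counts at 1d and 6.71 ± 7.41 at 7d (SD, n = 3 pigs per stage). The level was 8.10 ± 1.62 at 14d, 9.09 ± 2.95 at 21d, 16.2 ± 4.41 at 28d, 13.3 ± 0.814 at 35d and 13.4 ± 3.89 at 120d. At 180d it was 22.7 ± 2.71, a log2 fold change of 2.49 against 1d (standard error 0.61, adjusted p = 0.00439 from edgeR). The slope on log2 age was 0.31 (standard error 0.07, adjusted p = 0.000714). The call at 180d did not pass with the 1 library of 180d that has a share of valid bases of at least 0.96, at a log2 fold change of 2.63 (adjusted p = 0.0713, and 2.51e-05 to 0.0713 over all 12 alternatives). The trend was lost after thinning (0.0527, and 4.44e-08 to 0.0527 over all 30 alternatives). In no other comparison with 1d did it pass the threshold, with adjusted p = 0.0932 at 28d and 0.0776 at 120d; at 120d it passed without 1d replicate 2 (adjusted p = 0.0461) and with clean reads as the depth (adjusted p = 1.01e-05, and 1.01e-05 to 0.644 over all 12 alternatives). Before normalization its counts were 0 to 5 per library at 1d and 24 to 31 at 180d, so levels at the early stages rest on few reads. The reporter sequence of the methods equals 182 consecutive bases of the circRNA from its base 242, a part of the spliced exons 11 to 13. The qPCR primers of the methods bound a product of 94 nt from base 274 to base 367, which does not contain the back-splice junction, so a linear PAPD4 transcript with these exons would give the same product. SIT1 and miR-202-3p were not analysed here.

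**Figure D4:**
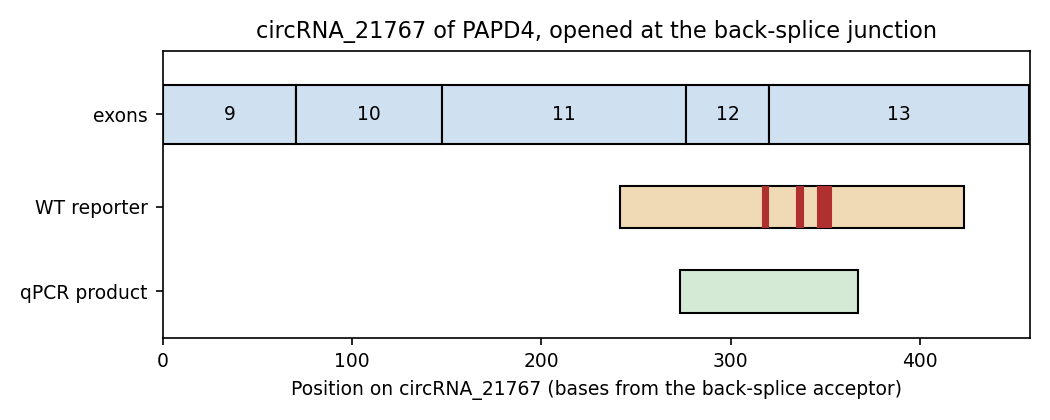
Map of circRNA_21767 opened at the back-splice junction (x axis, bases from the acceptor), with its exons 9 to 13, the wild-type reporter (from base 242, the 16 bases changed in the mutant in red) and the qPCR product (bases 274 to 367). The product lies inside the circle of 457 nt and does not reach the junction at its ends.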

Using circRNA network analysis, we identified a regulatory network with circRNA_21767, miR-202-3p, and *SIT1* (Fig. 8A). To confirm this network, we further evaluated the circRNA_21767 and *SIT1* contents using RT-qPCR at different points of spleen development. We demonstrated a close association between circRNA_21767 and *SIT1* expressions, suggesting that circRNA_21767 potentially modulated *SIT1* expression (Fig. 8B C). To further validate the association between miR-202-3p, circRNA_21767 and *SIT1*, we identified the potential miR-202-3p docking site within circRNA_21767 and 3’UTR of *SIT1* (Fig. 8D-F), using dual luciferase reporter assay. We demonstrated that miR-202-3p strongly suppressed circRNA_21767 luciferase activity. Moreover, miR-202-3p considerably diminished *SIT1* luciferase activity (Fig. 8G-H), relative to NCs (miR-NC and miR-202-3p inhibitor). Based on these evidences, circRNA_21767 potentially served as an miR-202-3p sponge to regulate *SIT1* expression. Taken together, these results revealed that three nodes circRNA mediated regulatory circuitry might play an essential role during spleen development in Meishan pigs.

**Fig. 8:**
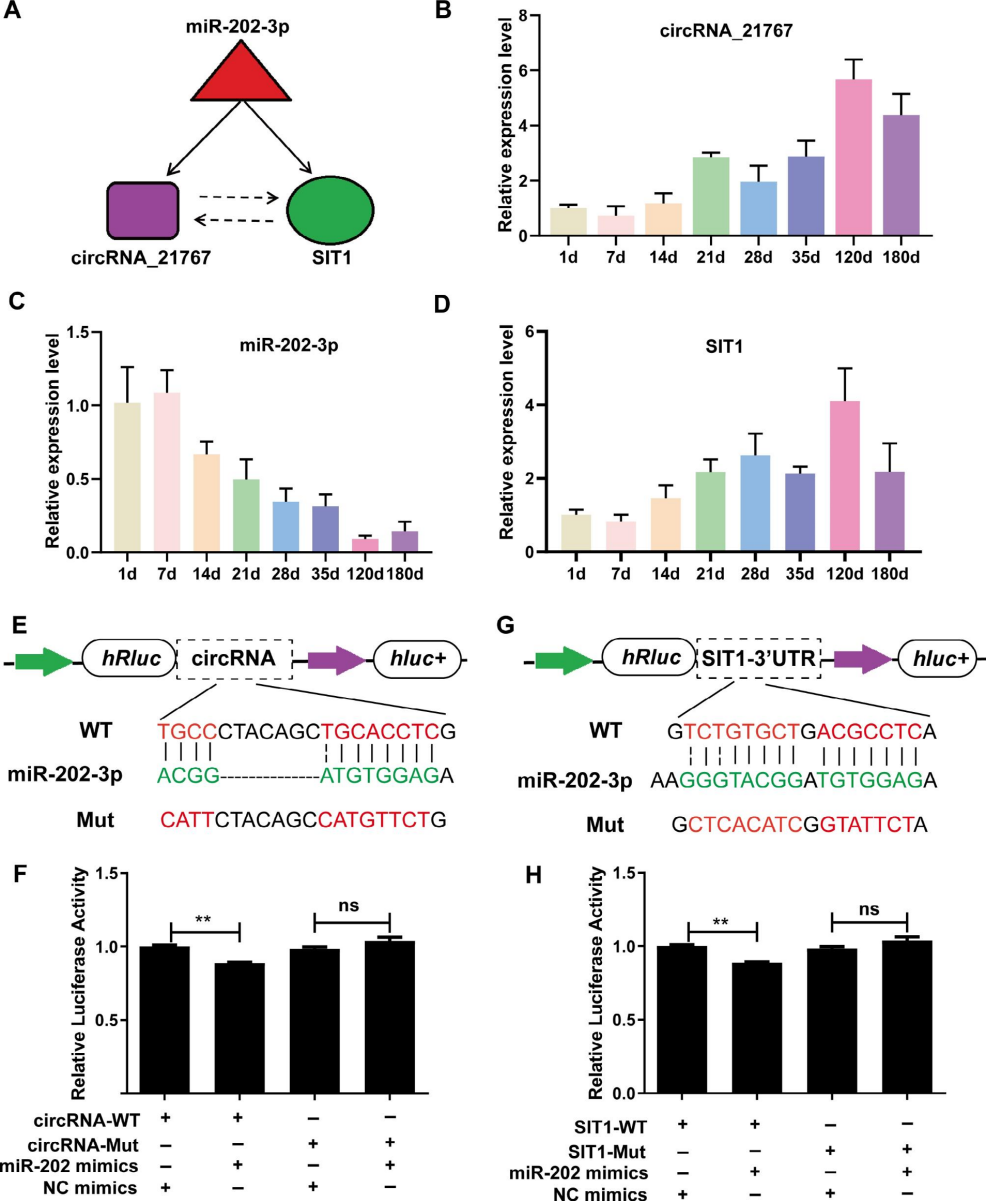
Experimental validation of circRNA-miRNA-mRNA regulatory circuitry. (**A**) Illustration of a three nodes circuitry including miR-202-3p, circRNA_21767 and *SIT1*. RT-qPCR shows the relative expression level of circRNA_21767 (**B**), miR-202-3p (**C**) and *SIT1* (**D**) during pig spleen development. (**E**) Predicted miR-202-3p binding site on circRNA_21767. The design of luciferase reporter. WT, the WT sequence of circRNA_21767 contains miR-202-3p binding site; Mut, the sequence of circRNA_21767 with mutation in miR-202-3p binding site. (**F**) PK15 cells were co-transfected with wild-type (WT) or mutant (MUT) luciferase reporters of circRNA_21767 with miR-202-3p mimics or negative control (NC) mimics. The relative levels of firefly luminescence normalized to Renilla luminescence are plotted. (**G-H**) Predicted miR-30a-3p binding site on *SIT1*-3’UTR. PK15 cells were co-transfected with wild-type (WT) or mutant (MUT) luciferase reporters of *SIT1* with miR-202-3p mimics, NC mimics. All data are presented as the mean ± SD, ^**^P < 0.01, ^*ns*^*P* > 0.05

### RNAseqTools construction for the visualization of transcriptome data

To assist biomedical researchers who lack programming expertise in analyzing and visualizing transcriptome sequencing data, we developed a user-friendly software named RNAseqTools (https://github.com/ChaoXu1997/RNAseqTool) using the Shiny framework (Fig. S2A). This interactive toolkit provides diverse analytical functions and visualization modes, such as, PCA, multi-group DE analysis, gene functional annotation, volcano plot, GSEA, gene trend analysis, and WGCNA (Fig. S2B). Its interactive visual interface will allow researchers to effortlessly elucidate data characteristics and distribution for basic research purposes.

## Discussion

Genome-wide analyses of RNA-seq data have revealed the abundance of circRNAs in animal transcriptomes and identified thousands of circRNAs in various species including humans, mice, livestock, and poultry, et al. [22]. CircRNAs have been identified in large numbers by deep RNA sequencing and are believed to be widely expressed in eukaryotic cells [23]. These findings suggest that there is still a considerable number of circRNAs that have not been discovered. Recent advancements in transcription profiling technology facilitates our growing understanding of non-coding RNA (ncRNA) and its immunomodulatory function. Investigations involving various animal species reported that circRNAs strongly modulate body’s normal immunity and immune imbalance, which is intricately linked to the development and progression of multiple immune diseases [24]. Moreover, circRNAs is also reported to function in a tissue- and pathogenesis-specific manner in many diseases [25]. Given its highly regulated profile of T and B lymphocytes, the spleen is the most essential organ for combating bacterial and fungul infections [18, 26]. Recent reports revealed the circRNAs characteristics across many tissues in pigs [19], as well as the DE gene and long ncRNA expressions during postnatal spleen development [27]. However, the identities and expression profiles of *S. scrofa* circRNAs remain largely uncharacterized in spleen tissue.

Spatio-temporal gene expression patterns elucidate the functions of genes within specific tissues or cells at particular times throughout the process of development. Existing research demonstrates the spatio-temporal regulation of circRNA expression in Drosophila brains [28], pig brains [16], and mouse pre-implantation embryos [29]. Additionally, circRNAs exhibit tissue-specific expression in the human heart and lung during fetal development [30]. Due to their precise spatio-temporal expression, it is essential that studies of circRNAs in mammals assess various tissues and developmental stages. Comprehensive examination of the spatio-temporal distribution of circRNAs is crucial for understanding their biological functions. The local pig breeds in China have underdone selective breeding for many generations, and have retained genetic diversities in existing pig populations. Hence, the domestic pig is an excellent model for spleen developmental study in mammals [31]. Herein, we performed genome-wide analysis of circRNA in spleen tissue at multiple developmental stages (from birth to adult) from Meishan pigs (a native Chinese pig), and our screening uncovered 39,641 circRNAs in the developing spleen of Chinese indigenous Meishan pigs. Based on our preliminary literature screening, this report is the first to extensively explore the circRNAs expression profile during the various developmental stages of pig spleen using RNA-seq data. Therefore, the conclusions of this study will be highly beneficial in the exploration and elucidation of circRNAs functions during spleen development. Our findings will also provide a theoretical basis for future investigations on human spleen tissue development and dysfunction.

CircRNAs are known to modulate numerous physiological processes using distinct signaling networks [32]. Although the molecular functions of circRNAs are mostly unclear, some circRNAs affect gene expression by acting as microRNA sponges. For example, CDR1as functions as an efficient miRNA sponge, binding miR-7 and allowing mRNAs to escape degradation following miRNA binding [33]. Besides, circRNAs serve as miRNAs “sponges” to control pig muscle development [13, 15, 34, 35]. However, its role in ceRNA regulation during spleen development remains unclear. Herein, we demonstrated that *CD226, MBD2, SAMD3, SIT1, SRP14*, and *SYTL3* were the strong modulators of spleen development, and these genes were further regulated by bundles of circRNAs. Subsequently, using KEGG analyses, we revealed that the cell adhesion molecules (CAMs) and immunomodulation of several genes were significantly enriched. Cell adhesion molecules, which express on the cell surface, facilitate activities of several biological processes, including, immune response, inflammation, and embryogenesis [36]. CD226 is exclusively expressed on the surface of Th1 cells, and they modulate Th1 differentiation [37]. Herein, we revealed that *SIT1* was strongly modulated by the circRNA_21767/miR-202-3p axis. Based on a prior investigation, signaling threshold regulating transmembrane adaptor 1 (SIT1), encoded by the *SIT1* gene, is a disulfide-linked homodimeric glycoprotein that interacts with the lymphocyte-specific transmembrane adaptor protein family to modulate the immunologic process [38]. It is implied that these genes can act as checkpoints to activate the immune response in spleen, and inhibitors of these genes (such as miRNA or circRNA) may be used for new non-antibody immune checkpoint inhibitors. The findings from this report provide novel evidence regarding circRNAs involvement in pig spleen immunity. Even though our software-simulated conclusions require further validation in vivo, our results confirmed that circRNAs indeed serve as miRNA sponges to modulate immune-associated gene expression within the spleen. Meanwhile, the non-coding RNA results from transcriptome analysis can serve as beginning experimental targets future in vivo verifications in animal models.

## Conclusion

In conclusion, this study presented the first reported catalog of circRNAs expression profile in the spleen tissues from Meishan pigs. We characterized numerous DE circRNAs that were relevant to the porcine spleen development. We also generated a comprehensive expression profile of various RNAs, particularly mRNAs and circRNAs, which, together, modulate a myriad of physiological processes within the Meishan pig spleen. Moreover, we identified a ceRNA network involving circRNA_21767/miR-202-3p/*SIT1*, which may modulate immune activities. Our findings provide candidate ncRNA-based targets for future in vivo animal study on the molecular regulation of immune function within the porcine spleen. Finally, we designed a user-friendly software named RNAseqTools that is available for use for the visualization of transcriptomic data using the Shiny app (https://github.com/ChaoXu1997/RNAseqTool).

## Materials and methods

### Animal treatment and sample collection

Overall, 24 healthy Meishan pigs were acquired from the Kunshan Conservation Ltd. (Suzhou City, Jiangsu Province, China) (Permission No. JS-C-05). Our examination involved 8 developmental stages, namely, 1d, 7d, 14d, 21d, 28d, 35d, 120d, and 180d after birth. All piglets were provided with the same standard diet, with housing at an environmentally regulated facility. Three piglets were sacrificed per treatment via an intravenous administration of pentobarbital sodium to minimize suffering. The spleen was immediately extracted and frozen in liquid nitrogen. Our animal care and treatment protocols were approved by the Institutional Animal Care and Use Committee (IACUC) of Yangzhou University (No. SYXK(Su)2021-0026).

### RNA extraction, quality assessment and library construction

Splenic total RNA extraction employed TRIZOL (Invitrogen, Carlsbad, CA, United States) following kit directions. RNA quality assessment employed an Agilent 2100 Bioanalyzer (Agilent Technologies, Palo Alto, CA, United States). Ribosomal RNA elimination from extracted RNA utilized the Ribozero™ rRNA Removal Kit (Epicenter, United States). Subsequently, linear RNA was eliminated via an RNAse R kit (Epicenter, United States). Lastly, sequencing libraries were generated with rRNA-free and linear RNA-free RNA using the NEBNext® Ultra™ Directional RNA Library Prep Kit (NEB, Ipswich, MA, United States).

### CircRNA sequencing and screening

Sequencing of generated libraries was done via the Illumina HiSeq 2500 platform (Oebiotech Corporation, Shanghai, China). TopHat2 (v2.1.1) mapped the clear data against the porcine reference genome (*Sscrofa11.1*). We uploaded the resulting RNA-seq information in the Gene Expression Omnibus (accession codes GSE228936). To construct the SAM file, we employed BWA [39] for alignment of the sequencing reads of individual samples to the porcine genome. Lastly, we identified circRNA using CIRI2 tools (version 1.2) [40]. The circRNA sequence estimation employed junction reads and GT-AG cleavage signals. The identified circRNAs were further assessed according to their type, chromosome distribution, and length distribution using find_circ (version 1) [41] and the annotation information of the *Sscrofa11.1* genome.

### Analysis of the differentially expressed (DE) circRNAs

DE circRNAs were identified using the DESeq2 package [42], based on the following criteria: absolute fold change ≥ 2 and adjusted *p*-value < 0.05.

### Generation of WGCNA

We generated a co-expression network across all examined developmental stages using the R package WGCNA [43]. This allowed us to further analyze protein-coding genes and circRNAs sets that were critical at each stage of development.

### Establishment of the circRNA–miRNA–mRNA ceRNA axis

We retrieved the miRNA sequences from the miRbase (https://mirbase.org/, accessed on 20 December 2022) website, and the mRNA 3’UTR sequences from BioMart (https://asia.ensembl.org/index.html, downloaded on 25 December 2022) [44]. To explore the associations and functions of various ncRNAs and mRNAs, we next generated an ncRNA–mRNA modulatory axis. MiRanda (version:3.3a) [45] predicted the circRNA–miRNA–mRNA pairs (score threshold ≥ 150 and energy threshold ≤ − 20). The circRNA–miRNA–mRNA co-expression axis was then generated with the Cytoscape software (v3.2.1) [46] to examine the role of major circRNAs. Finally, we visualized the network using the ggalluvial R package (Version: 0.9.1).

### Functional enrichment analysis (FEA)

We performed the GO term and KEGG pathway [47–49] enrichment analyses of circRNA-associated genes using the R package clusterProfiler [50], using the following criteria: corrected P-value < 0.05 was the significance threshold.

### Quantitative RT-PCR (qPCR) validation

qPCR employed an Applied Biosystems qPCR apparatus and SYBR green master mix (Vazyme, Nanjing, China), as per kit protocols. The reaction mixture was composed of 5 µl SYBR Green Mixture (Vazyme, Nanjing, China), 1 µl cDNA template, 0.2 µl primer (each), and 3.6 µl deionised water, and the conditions were set as follows: 95 °C for 5 min, 40 cycles of 95 °C for 10 s, and 60 °C for 30 s. All employed primer sequences were summarized in Table S1. *GAPDH* (for mRNA and circRNA) and *U6* (for miRNA) served as controls for normalization purpose, and all qRT-PCR reactions were performed three times, and the average adjusted value was used for analysis. Relative gene expressions were computed using the 2^−ΔΔCt^ formula. All data analysis employed the unpaired 2-tailed Student’s t-tests; ^*^p < 0.05, ^**^p < 0.01, and data are provided as mean ± SD (standard error of mean).

### Dual-luciferase reporter assays

We inserted wild-type (WT) or mutant-type (Mut) *SIT1*-3’UTR or circRNA_21767 downstream of the pmirGLO Dual-Luciferase vector. Next, we plated cells into a 24-well plates, and co-transfected the cells with the WT (*SIT1*-WT or circRNA_21767-WT), or Mut (*SIT1*-Mut, circRNA_21767-Mut), and miR-202-3p-mimics (NC-mimics). Finally, we detected both firefly and renilla bioluminescence using the DLR Gene Assay Kit (Beyotime, Shanghai, China). The firefly luciferase activity was then adjusted with the control renilla luciferase activity for a measurement of the constructed reporter luciferase activity.

*SIT1*-WT:

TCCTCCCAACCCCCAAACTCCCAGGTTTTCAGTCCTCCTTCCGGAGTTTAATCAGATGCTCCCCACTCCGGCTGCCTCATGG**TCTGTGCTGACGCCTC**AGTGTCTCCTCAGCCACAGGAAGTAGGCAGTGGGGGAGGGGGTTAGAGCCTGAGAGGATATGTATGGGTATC.

*SIT1*-Mut:

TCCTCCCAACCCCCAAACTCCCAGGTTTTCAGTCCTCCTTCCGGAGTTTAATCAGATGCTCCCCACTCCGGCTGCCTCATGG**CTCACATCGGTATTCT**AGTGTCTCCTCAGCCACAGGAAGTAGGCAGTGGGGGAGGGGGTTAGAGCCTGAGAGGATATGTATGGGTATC.

circRNA_21767-WT:

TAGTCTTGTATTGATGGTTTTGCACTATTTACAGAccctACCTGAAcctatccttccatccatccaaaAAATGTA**CCCA**GAATCTTTTAGTCC**TGCC**CTACAGC**TGCACCTC**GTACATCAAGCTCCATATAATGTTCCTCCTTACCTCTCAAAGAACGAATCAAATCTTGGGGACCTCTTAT.

circRNA_21767-Mut:

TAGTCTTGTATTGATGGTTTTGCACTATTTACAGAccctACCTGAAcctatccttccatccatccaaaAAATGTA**TTTG**GAATCTTTTAGTCC**CATT**CTACAGC**CATGTTCT**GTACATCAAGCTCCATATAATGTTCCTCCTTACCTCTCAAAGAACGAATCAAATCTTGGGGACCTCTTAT.

### Electronic supplementary material

Below is the link to the electronic supplementary material.

Supplementary Material 1

Supplementary Material 2

## Data Availability

The circRNA sequencing datasets during the current study are available in the Gene Expression Omnibus repository (accession codes GSE228936).

# Supplementary material for: Genome-wide analysis of circRNA regulation during spleen development of Chinese indigenous breed Meishan pigs
**Source:** BMC Genomics. 2023 Aug 23;24:477. doi: 10.1186/s12864-023-09612-x
**Supplement:** Supplementary file 1 — Supplementary Material 1

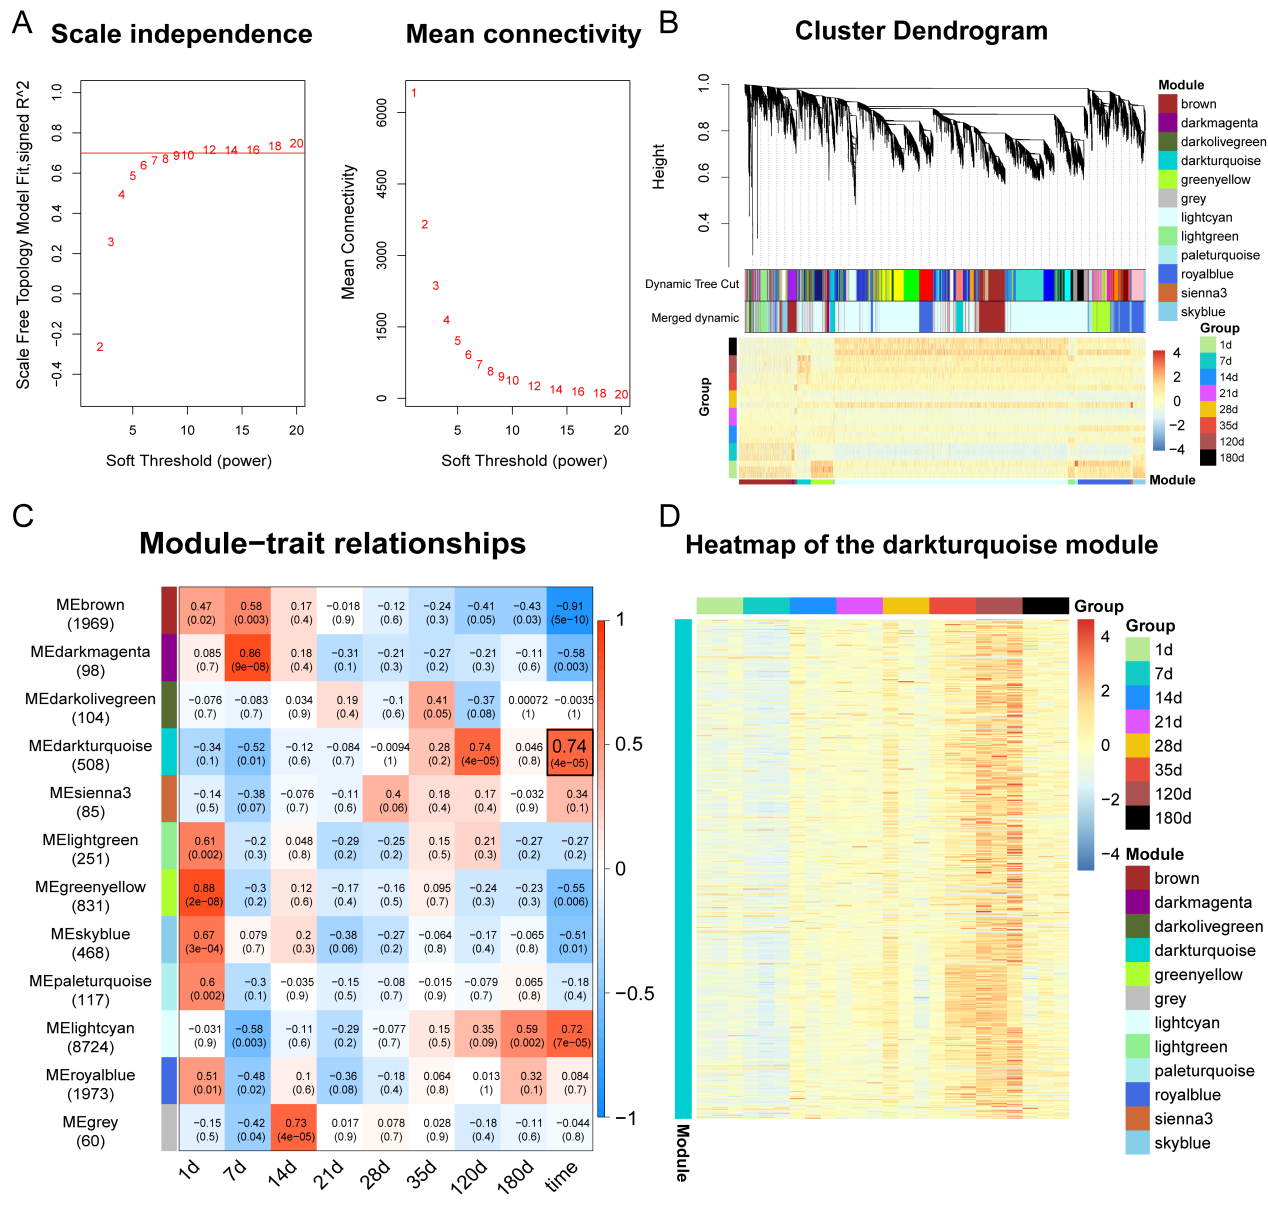

**Fig. S1. WGCNA analysis of mRNAs dataset identified** **co-expression module in spleen development of Meishan pigs**. (A) Scale independence and mean connectivity analysis for various soft threshold powers. (B) Clustering dendrograms of pig spleen samples in different time points. 12 modules represented by colors in the horizontal bar are found using 0.25 threshold merging. (C) Module–trait relationship. (D) Heatmap showing the mRNA expression pattern of darkturquoise module.

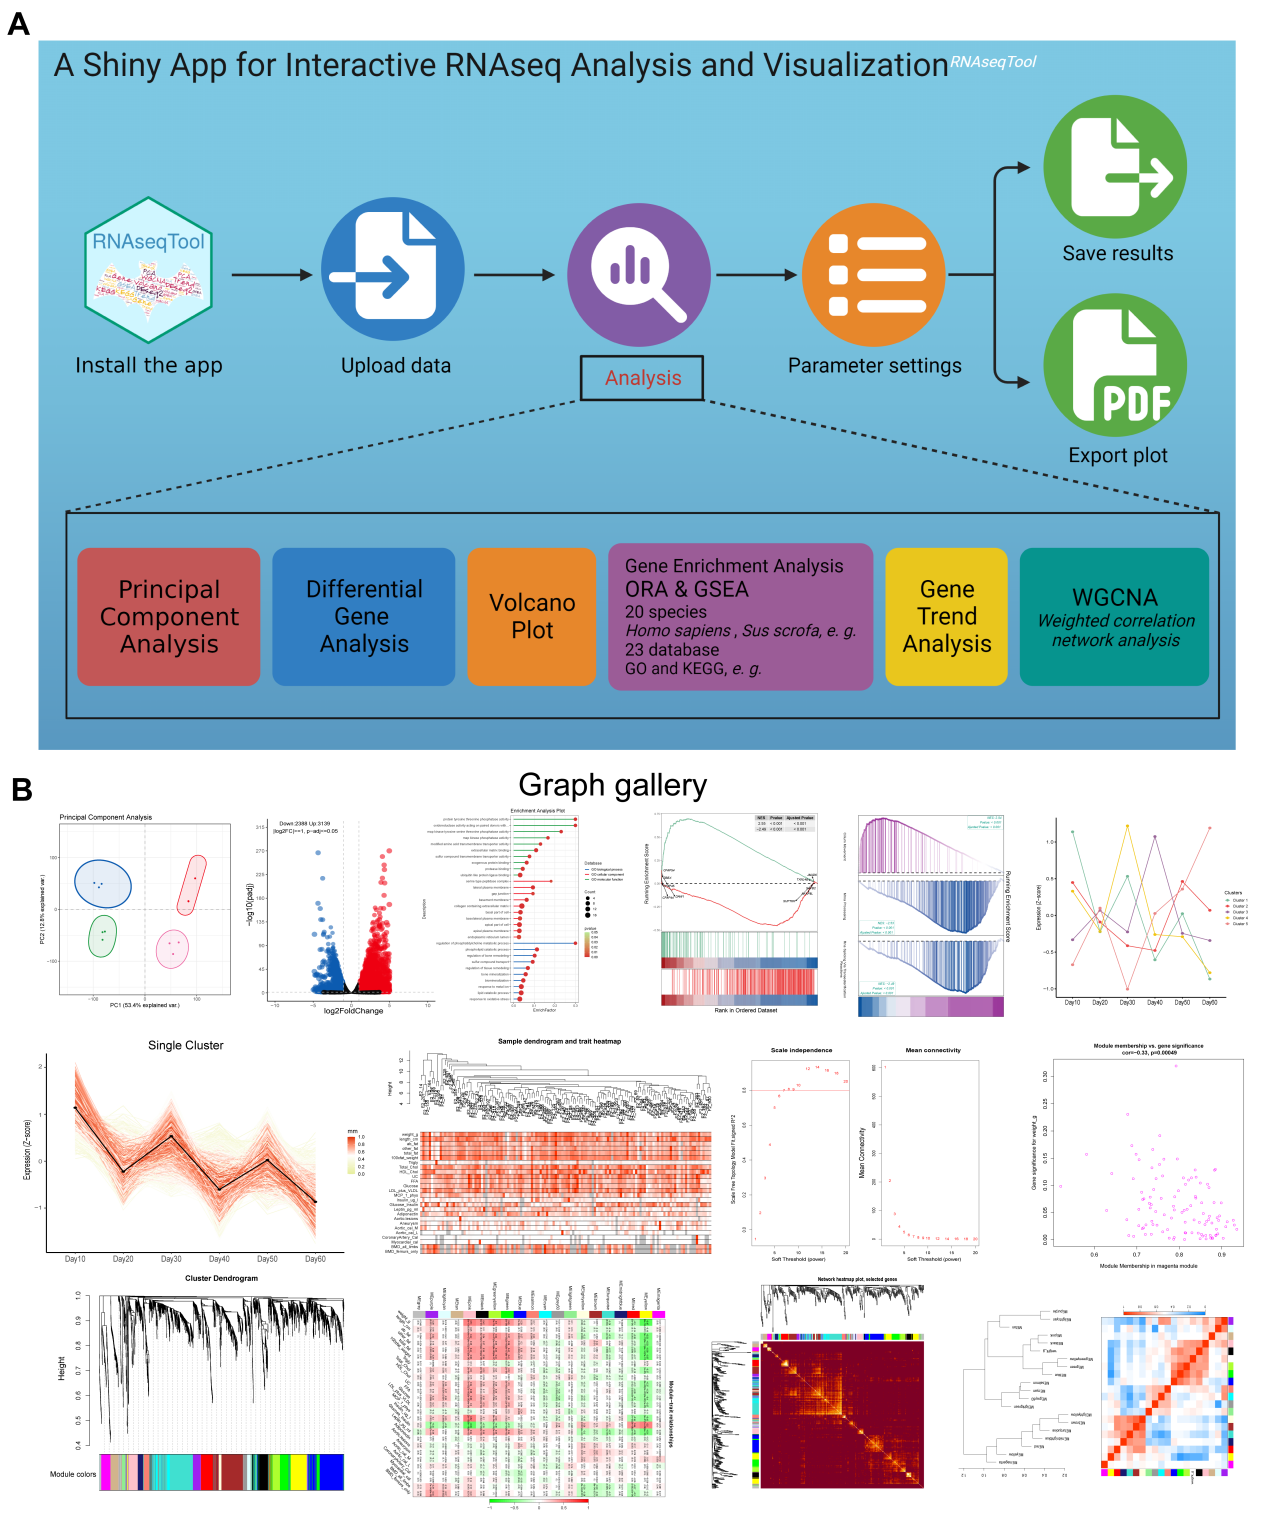

**Fig. S2. Overview of core features and analysis in the RNAseqTool shiny app.** (A) The user-friendly, interactive Shiny app can analyze transcriptome sequencing data, including various analysis and visualization functions. (B) Graph gallery shows example outputs of RNAseqTool, and more example outputs can be viewed directly by installing the software.

How the deposited data were processed for this re-analysis (not part of the article)

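The spleens of 24 healthy Meishan pigs were sequenced by the authors, with 3 pigs at each of 8 stages from 1 to 180 days after birth and 1 library per pig. The authors trimmed the reads (the sample labels name FastQC and cutadapt), aligned them to Sscrofa11.1 with BWA and called circRNAs with CIRI2 from junction reads with GT-AG splice signals; TopHat2 is also named for mapping. The deposited table holds, per circRNA and library, the count of reads across the back-splice junction, with no normalization and for 3000 circRNAs only. The values were whole numbers from 0 upward with 0 counts of 1, so junctions seen once in a library were listed at 0. Because the table holds part of each library, its totals are not the depth, and the clean reads of Table S2 of the paper were taken as an alternative depth. The sample labels and the methods of the paper describe different extraction and library kits, and which of them was used was not settled.

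The median library total was 37510 back-splice reads, from 98.45 to 115.29 M clean reads per library. The biological coefficient of variation between pigs of a stage was 0.300, and 1000 of the 3000 circRNAs had a mean of at least 10 normalized counts, so most values rest on few reads. On counts drawn with known changes from the means and library sizes of the table, the test of 180d against 1d over 3000 circRNAs recovered 12.1%, 47.8% and 77.6% of circRNAs changed by log2 1, 2 and 3. It called 4 of 2800 unchanged circRNAs, and 2 of 3000 in counts with no change. The test of the age trend recovered 40% and 87% of circRNAs with slopes of 0.2 and 0.4 log2 per doubling of age, called 4 of 2800 unchanged circRNAs, and called 0 in counts with no change.

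From the counts, fold changes were computed with edgeR 4.0.16 and limma 3.58.1 in R 4.3.3 (TMM factors, estimateDisp, robust glmQLFit and glmQLFTest) in 1 fit over the 24 libraries with a coefficient per stage and no covariate. The tests were 7 comparisons with 1d, all 28 pairs of stages from the same fit, the 7 stage coefficients together, and a slope on log2 of the age in days. All p-values were two-sided unless said otherwise and adjusted by Benjamini-Hochberg over all circRNAs (or host genes) of a comparison. The threshold was an adjusted p under 0.05, with an absolute log2 fold change of at least 1 for circRNAs between pairs of stages; members of the gene lists were counted at an adjusted p under 0.05 with no fold change minimum. All 3000 circRNAs entered the fits with no further filter. A TMM-scaled (normalized) count is the count divided by the effective library size and multiplied by the geometric mean of the effective library sizes. PCA, correlations of libraries and z-scores used log2 CPM with a prior count of 2. Values were centred and scaled per circRNA for PCA and z-scores but not for the correlations of libraries, which therefore also reflect differences in abundance among circRNAs. Relations with age were tested with 100000 permutations. Figures and annotation were made with Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9.

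The host gene, exons, class, length and GC content of each circRNA came from the RefSeq annotation and sequence of Sscrofa11.1, with a match of both ends to exon ends of 1 gene within 1 base. Junctions were searched for copies of the 30 and 50 bases beside them within 500 kb that ordinary splicing could use. Counts were summed per host gene, and 13 gene lists were described: cell cycle, erythroid, T and NK cell, B and plasma cell, macrophage (with monocyte and granulocyte), stromal (with smooth muscle and endothelial), widely conserved circRNA host, megakaryocyte and platelet, fetal growth, germinal centre, fat cell, pancreas acinar, and stem and progenitor genes. Lists with at least 3 measured members, 7 of the 13, were tested with camera (preset correlation 0.01, then an estimated one) in 180d vs 1d, 120d vs 1d and the age trend, 21 tests in all.

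The circRNAs and genes named in the text followed a rule. For 180d and 120d against 1d these were the 10 largest rises and 10 largest falls among circRNAs past both thresholds with a mean of at least 10 TMM-scaled counts and every library of one stage above every library of the other. For each other comparison with 1d they were the 3 largest rises and falls by the same rule, for the age trend the 5 smallest p-values in each direction with a mean of at least 10, and for each list the 4 members with the smallest p in 180d vs 1d. The 13 circRNAs the paper names were added, and their values in the paper had been seen. Outside the rule, chosen after their values were seen, were circRNA_31644 at 14d, circRNA_19666 at 21d, IARS at 7d and the circRNAs with a copy beside the junction.

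The alternatives were DESeq2 size factors, clean reads or table totals in place of TMM, DESeq2 1.42.0 (Wald and likelihood ratio tests) in place of edgeR, filterByExpr, the replicate number as a block, the share of valid bases or the GC content of a library as a covariate, only libraries with a share of valid bases of at least 0.96 (2 at 21d and 1 at each of 35d, 120d and 180d), unadjusted p-values, no fold change minimum, only the 2 stages compared, sums per host gene, other age scales, other prior counts, an estimated correlation, and each library left out in turn. Chosen after the data had been seen were libraries thinned to the lowest total (16273 reads, counts of 1 then set to 0, 5 draws), circRNAs with a mean of at least 20 or 50, circRNAs with a junction copy left out, DESeq2 unadjusted p-values with no fold change minimum and with circRNAs that had no adjusted p left out or kept, the floor of 7 counts, the alternatives for all pairs of stages, clean reads less the median of all circRNAs for the named circRNAs and, for relations with age, circRNAs with a mean raw count of at least 20 at 1d, circRNAs with reads in every library, the 1d libraries left out, the libraries under 0.96 alone and the block for the total. The co-expression modules were not computed again, the 6 mRNAs of Fig. 6, SIT1 and miR-202-3p were not analysed here, and of Table S3 only the part with 303 circRNAs was used.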

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

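The tests of library preparation, of circRNAs abundant at 1d, of thinned libraries for the cell cycle genes and of leader exon copies were chosen only after the result was seen.

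A signal that the paper does not report was the share of clean reads on the back-splice junctions of the 3000 circRNAs in the table, which was 4.12 times as high at 120d as at 1d. A lower share of valid bases in some libraries as the only cause is argued against by r = 0.733 with log2 age among the libraries with a share of at least 0.96. The libraries under 0.96 did stand above the others of their stage at 21d, 35d and 180d, so a part in the size of the rise stays open. A table chosen by presence in most libraries is argued against by the 161 circRNAs with a mean raw count of at least 20 at 1d, a choice that favours a fall, whose level rose 3.958 times (60.1 ± 12.1 RPM at 1d, 238 ± 40.0 RPM at 120d, SD, n = 3 pigs each). The 111 circRNAs with a mean of at least 50 normalized counts rose 4.49 times (48.2 ± 9.82 RPM at 1d, 216 ± 33.4 RPM at 120d). The 998 with reads in every library rose 4.09 times, but they are themselves chosen by presence, so their rise cannot decide this. A difference in library preparation or RNase R digestion between stages cannot be told apart from age, since the table holds 0 other RNA classes to compare with. Age and the mix of cells stay open as well and were not tested.

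A signal in genes the paper does not discuss was that 12 of 32 measured cell cycle host genes were lower at 180d than at 1d (adjusted p under 0.05 with no fold change minimum; 11 with the minimum of 2, and 4 with clean reads as the depth), as were 2 of 4 erythroid host genes (4 adjusted over that list alone). Against GC content, length or abundance of the circRNAs as the cause, 0 of 10000 random sets matched on these had a median log2 fold change as low as the -1.63 of the 55 cell cycle circRNAs (random medians from -0.39 to 0.84; permutation p = 1e-04, the smallest that these sets can give), and against deeper later libraries, 31 of the 32 genes lay below 0 after thinning (median -1.84, against -0.06 over all host genes; 9 called lower). A loss of erythroid precursors is a candidate explanation that was not settled. Among pigs of 1 stage the cell cycle genes followed the erythroid genes (r = 0.801, n = 24 libraries, permutation p = 0.00141), and 0.06% of 10000 random sets of 4 genes gave an r as high. This r rests on 4 erythroid genes in unsorted tissue, so it cannot tell erythroid precursors from other dividing cells. The most abundant erythroid genes were EPB41 (78.2 normalized counts at 1d and 49.2 at 180d, log2 fold change -0.66, adjusted p = 0.0511) and TFRC (49.4 at 1d), no sort or gate was used, MYB stands in both the erythroid and the stem and progenitor list, and the T and NK cell list holds CD226, SYTL3, SAMD3 and SIT1, which the study picked as mRNAs and none of which was measured here. Fewer dividing lymphoid cells with age remain open and were not tested.

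A signal outside the circRNAs the paper discusses was circRNA_24032 in an immunoglobulin kappa variable locus, with a log2 fold change of 5.56 at 180d (edgeR adjusted p = 0.00117, and 7.45e-10 to 0.0915 over all alternatives). Counts of 1 missing from shallow 1d libraries as the cause are argued against by the raw counts of circRNA_24032 at 1d, which were 7, 7 and 18. Thinning gave a log2 fold change of 5.28 but could not test this, since no 1d library listed it at 0. Ordinary splicing of kappa transcripts is a candidate explanation: a copy of the leader exon with 114 identical bases before its splice donor ends 382 bases before the acceptor (and a copy with 60 identical bases 20812 bases before it), so that linear reads may carry the same junction sequence. Whether the circle exists and whether B-lineage cells changed stay open and were not tested.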

How the results depend on the processing

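Thinning, a mean count of at least 20 or 50, the junction copies left out, DESeq2 unadjusted p-values with no fold change minimum, the libraries under 0.96 alone and the alternatives for all pairs of stages were chosen only after the data had been seen. With clean reads as the depth 2 named results reversed, the age trends of circRNA_26742 (slope 0.0287) and circRNA_31822 (slope 0.00192), and at 120d the 32 cell cycle genes went from 28 below 0 to 27 above it. The balance of calls turned as well: 177 higher and 102 lower circRNAs at 180d became 109 and 147 with table totals and 53 and 82 after thinning, and 322 rising and 173 falling with age became 204 and 282, 115 and 122 after thinning and 197 and 199 with days in place of log2 days. The place of the cell cycle and erythroid genes below the other host genes at 180d and with age, that of the T and NK cell genes above them with age, the difference of correlation within and between stages, and the relation of the 12 circRNAs with age kept their direction and their side of the threshold under every setting run for them. The cause was not tested for any value below unless it is stated. Thinning to the lowest total and setting counts of 1 to 0, 2 changes made together, gave 135 to 139 calls at 180d over 5 draws, against 279 without them. The spread over the draws is given for the counts of calls against 1d only. Values of single circRNAs, host genes and lists after thinning come without it, so those near the threshold are uncertain. The 12 cell cycle genes called lower at 180d were 4 with clean reads and 9 after thinning.

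The values that moved are given for 7d, 14d, 21d, 28d, 35d, 120d and 180d against 1d in this order. With DESeq2 unadjusted p and the fold minimum the counts were 276, 225, 271, 336, 341, 501 and 641, and with edgeR unadjusted p and the fold minimum 248, 211, 273, 326, 322, 496 and 609, as the threshold on adjusted p was given up. With DESeq2 unadjusted p, no fold minimum and circRNAs without an adjusted p left out they were 308, 224, 262, 397, 397, 564 and 717, and with those circRNAs kept 308, 261, 313, 397, 410, 592 and 717. With clean reads as the depth, which raised the median fold change, the counts from 14d on were 85, 628, 431, 920, 1972 and 1009; 1943 circRNAs had an age trend, 1515 differed among stages and 11655 were called over all pairs. The adjusted p of the T and NK cell genes was then 0.094 at 180d and 0.146 at 120d (camera). With only the 2 stages compared the counts were 3 at 7d, 4 at 14d and 15 at 21d, and with sums per host gene 1 at 7d (IARS, log2 fold change 1.41, adjusted p = 0.0303) and 8 at 14d. With DESeq2 size factors they were 1 at 14d and 15 at 21d, with table totals 1 at 14d and 11 at 21d, with DESeq2's Wald test 8 at 21d, and without junctions with a copy 15 at 14d.

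With the GC content of the library as a covariate the counts were 0 at 21d, 10 at 35d and 100 at 120d (edgeR). Without it 21d had 28 by edgeR, 8 by DESeq2 and 325 by edgeR at an unadjusted p under 0.05. Every library of 21d, 35d and 120d had a higher GC content (at least 0.4772) than those of 1d (at most 0.464). The lower counts therefore cannot show that GC content caused the calls. With the share of valid bases as a covariate they were 17 at 35d, 79 at 120d and 265 for the trend. Among libraries with a share of at least 0.96, which leave 2 libraries at 21d and 1 at each of 35d, 120d and 180d (assumed to vary like the other stages), they were 2 at 21d, 3 at 35d, 56 at 120d, 55 at 180d and 117 for the trend. After thinning, with fewer reads and counts of 1 set to 0, the median counts of 5 draws were 5 at 21d (1 to 9 over the draws), 18 at 28d (16 to 23), 29 at 35d (23 to 36), 72 at 120d (69 to 81), 135 at 180d and 237 for the trend. Over circRNAs with a mean of at least 20, fewer in number, they were 13 at 21d, 19 at 28d, 26 at 35d, 50 at 120d, 87 at 180d and 178 for the trend. DESeq2's likelihood ratio test gave 441 circRNAs that differed among stages.

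Among the lists (camera, adjusted p, in brackets the range over all alternatives), an estimated correlation left 5 calls of 10. It gave 0.11 for the T and NK cell genes at 180d (0.0136 to 0.129) and 0.101 at 120d (0.00183 to 0.146), 0.129 for the B and plasma cell genes at 120d (0.00275 to 0.129), and 0.0636 for the cell cycle genes (1.06e-09 to 0.0636) and for the erythroid genes (2.23e-05 to 0.0636) at 120d. The T and NK cell genes at 180d had 0.0529 with DESeq2's Wald test and 0.0615 with filterByExpr. The trend of the B and plasma cell genes (0.0049 to 0.346) passed with 0.0307 among libraries of at least 0.96, 0.0049 after thinning and 0.0135 with each circRNA in place of sums. The relation of RPM with age did not pass among the libraries under 0.96 (r = 0.397, permutation p = 0.433, n = 7 libraries).

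The first component held 43.7% with clean reads, 46.5% with raw counts and 27.2% over the 500 most variable circRNAs. The second held 5.93%, 5.97% and 7.03% under these, 8.27% with a prior count of 0.5 and 7.35% with 5. Over circRNAs with a mean of at least 10, 99.4% were longer than 200 nt, 81.2% had a GC content of 35% to 50%, 706 host genes were assigned, 24.2% of them had at least 2 circRNAs and the chromosome with most had 108, since fewer circRNAs entered. With the genomic span in place of the exons, which adds the introns, 99.9% were longer than 200 nt and the median was 6887 nt.

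Same-numbered pigs of different stages are different animals, so the replicate numbers do not pair them. The correlation of deviations from the stage means was 0.00624 between libraries of the same number and -0.0031 between others (difference 0.00934, one-sided permutation p = 0.0969, n = 24 libraries), and 9 of the 24 libraries correlated best with their own number, where chance gives 8. With the number as a block the counts were 0 at 7d (edgeR; 284 at an unadjusted p under 0.05 without the block, 0 adjusted by DESeq2), 1 at 14d, 27 at 21d, 48 at 28d, 60 at 35d, 177 at 120d and 264 at 180d, and r of RPM with age was 0.778.

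With each library left out in turn, the counts ran from 0 to 0 at 7d, 1 to 11 at 14d, 4 to 26 at 21d, 19 to 51 at 28d, 30 to 70 at 35d, 96 to 171 at 120d and 175 to 276 at 180d. The counts with an age trend ran from 408 to 505, those that differed among stages from 225 to 281, those over all pairs from 1351 to 1720 and the calls of lists from 8 to 11. The adjusted p ran from 0.0141 to 0.129 (T and NK cell genes, 180d), 0.00582 to 0.103 (T and NK cell genes, 120d), 0.0134 to 0.0602 (B and plasma cell genes, 120d) and 0.0377 to 0.201 (B and plasma cell genes, trend; 0.0377 without 180d replicate 3). Of 1044 values of named circRNAs with a library left out 934 kept their side of the threshold, 108 no longer passed and 2 now passed. Of 105 values of named circRNAs 49 no longer passed among the libraries of at least 0.96 (1 library at each of 35d, 120d and 180d), 37 after thinning, 4 with DESeq2's Wald test, 4 with the block and 3 with DESeq2 size factors, and 2 moved with clean reads less the median of all circRNAs (chosen after the data had been seen). With clean reads themselves 69 of the 105 kept their side of the threshold, 19 no longer passed, 15 now passed and 2 reversed.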

Differences from the paper's values

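DESeq2 unadjusted p-values with no fold change minimum were chosen only after the values were seen.

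At the thresholds that the paper states (DESeq2, adjusted p under 0.05 and a fold change of at least 2), but with edgeR, the count of DE circRNAs was 0 at 7d against the paper's 308 (284 at an unadjusted p under 0.05; DESeq2 at the same thresholds also 0). It was 2 at 14d against the paper's 224, 28 at 21d against the paper's 262, 47 at 28d against the paper's 397, 65 at 35d against the paper's 397, 183 at 120d against the paper's 564 and 279 at 180d against the paper's 717. DESeq2 at the stated thresholds gave 3, 8, 45, 60, 181 and 293 from 14d on. Of the alternatives set before the data were examined, those with unadjusted p and the fold minimum lay within 1.5 times the paper's counts in all 7 comparisons, both with DESeq2 (276, 225, 271, 336, 341, 501 and 641) and with edgeR (248, 211, 273, 326, 322, 496 and 609). Scaling to clean reads did so at 28d (431) and 180d (1009) and not at the other stages. DESeq2 size factors, table totals, DESeq2's Wald test, filterByExpr, the replicate block, the 2 covariates, the libraries of at least 0.96, adjusted p with no fold minimum, the 2 stages alone and sums per host gene did not at any stage. DESeq2 with unadjusted p under 0.05, no fold minimum and circRNAs without an adjusted p left out, chosen after seeing the values, gave 308, 224, 262, 397, 397, 564 and 717, which equal the paper's counts. With those circRNAs kept it gave 308, 261, 313, 397, 410, 592 and 717; the paper's list of called circRNAs was not used, so how many of them either setting drops was not computed. The counts of higher and lower circRNAs that Fig. 3 prints for the 28 pairs of stages matched under the setting that leaves them out.

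The table holds 3000 circRNAs against the paper's 39641, and the number of host genes was 1675 against the paper's 6914; it was 706 over circRNAs with a mean of at least 10 and 1728 with any gene that spans both ends, and neither lay within 1.5 times the paper's number. Intronic circRNAs made up 0.2% against the paper's 1.21%, and 0.2% over circRNAs with a mean of at least 10. The paper's numbers describe its whole set of circRNAs and those here the deposited table. The first component held 17.9% of the variance against about 46% in Fig. 2F, read by eye; clean reads (43.7%) and raw counts (46.5%) came within 1.5 times of this, and the 500 most variable circRNAs (27.2%) and prior counts of 0.5 (17.9%) and 5 (17.9%) did not.

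The paper reports DE circRNAs in all 7 comparisons with 1d (Fig. 3). After its heatmap, ceRNA network and correlations with SIT1, the paper proposes that circRNAs were DE across the 8 stages. At its thresholds edgeR called 0 circRNAs between 7d and 1d and 0 in each pair among 14d, 21d, 28d and 35d (111 to 174 at an unadjusted p under 0.05 in DESeq2, which called 1 at 35d against 14d), and 269 circRNAs differed over all stages together. The rise with age that the paper describes for its 12 circRNAs was seen here too (r = 0.826, permutation p = 1e-05, n = 24 libraries).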

Other observations

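The search for junction copies and the other settings for all pairs of stages were chosen only after the result was seen.

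SOX6 circRNA_20897 had 19.7 ± 0.160 normalized counts at 1d, 51.5 ± 27.3 at 7d and 0.979 ± 0.848 at 180d (SD, n = 3 pigs each; log2 fold change -4.05 at 180d, standard error 1.12, adjusted p = 0.0244 from edgeR). TFRC circRNA_11324 had 27.9 ± 9.22, 50.4 ± 3.50 and 2.00 ± 3.46 (log2 fold change -3.60, standard error 1.00, adjusted p = 0.0285), and that of DNM3, a dynamin gene of megakaryocytes, 22.2 ± 5.71, 47.6 ± 4.92 and 2.91 ± 0.734 (circRNA_38142, log2 fold change -2.84, standard error 0.74, adjusted p = 0.0142). None of the 3 passed at 7d against 1d (adjusted p = 0.597, 0.81 and 0.559), where edgeR called 0 circRNAs. The call of circRNA_20897 was lost without 1d replicate 1 (log2 fold change -4.049, 0.0576), 2 (-4.038, 0.0589) or 3 (-4.017, 0.0523). This call was also lost without 180d replicate 1 (-3.649, 0.0684), 2 (-4.329, 0.0811) or 3 (-4.363, 0.066). That of circRNA_11324 was lost without 1d replicate 1 (0.09) or 2 (0.0621) or 180d replicate 1 (0.0756) or 2 (0.103), and that of circRNA_38142 without 1d replicate 2 (0.066). MCM6 circRNA_15205 fell from 23.2 ± 11.6 to 2.93 ± 1.36 at 180d (log2 fold change -2.93, standard error 0.58, adjusted p = 0.000339), TMX1 circRNA_02977 from 27.3 ± 11.9 to 3.64 ± 1.29 (-2.88, 0.62, adjusted p = 0.00125), and ATE1 circRNA_14918, of an arginyltransferase gene, from 17.8 ± 6.50 to 1.96 ± 1.88 (-3.13, 0.67, adjusted p = 0.00103). In the other direction EPSTI1 circRNA_06656, of an interferon-induced gene, rose from 2.42 ± 2.13 to 44.8 ± 11.7 (log2 fold change 4.23, standard error 1.14, adjusted p = 0.0238), a call lost without 1d replicate 1 (0.0594), 2 (0.0648) or 3 (0.0749) or 180d replicate 2 (0.0578). SUSD3 circRNA_23740 rose from 2.33 ± 2.08 to 14.5 ± 3.67 (log2 fold change 2.64, standard error 0.67, adjusted p = 0.00601; 0.0543 without 1d replicate 2). With no host gene, circRNA_12292 rose from 2.83 ± 2.47 to 25.2 ± 5.63 (3.11, 0.77, adjusted p = 0.00601), and circRNA_19735 within LOC106506781 from 1.51 ± 2.61 to 17.9 ± 4.04 (3.33, 0.75, adjusted p = 0.00152). With the 1 library of 180d that has a share of valid bases of at least 0.96, 8 of these calls did not pass. That library lists SOX6 at 0 (adjusted p = 0.376), and the log2 fold changes of the other 7 were -3.32 for DNM3 (adjusted p = 0.127), -2.66 for TMX1 (0.173), -3.004 for ATE1 (0.108), 4.43 for EPSTI1 (0.247), 2.135 for SUSD3 (0.287), 2.83 for circRNA_12292 (0.149) and 3.12 for circRNA_19735 (0.0866). After thinning those of SUSD3 (0.209) and circRNA_19735 (0.0642) were lost. Over all 12 alternatives the adjusted p ran from 7.29e-05 to 0.376 for SOX6, 9.31e-05 to 0.103 for TFRC, 0.00207 to 0.127 for DNM3, 0.000197 to 0.0477 for MCM6, 0.000705 to 0.173 for TMX1 and 0.000364 to 0.108 for ATE1. It ran from 4.24e-06 to 0.247 for EPSTI1, 4.68e-05 to 0.287 for SUSD3, 8.15e-05 to 0.149 for circRNA_12292 and 1e-05 to 0.0866 for circRNA_19735.

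No difference from the other host genes was detectable for the macrophage, stromal and widely conserved circRNA host genes as groups at 180d (camera adjusted p = 0.81, 0.475 and 0.81, and 0.638, 0.218 and 0.546 at 120d, where the stromal genes had adjusted p = 0.045 with clean reads and 0.045 to 0.597 over all alternatives). Their trends with age did not pass either (camera adjusted p = 0.85, 0.437 and 0.595). Members are counted here at an adjusted p under 0.05 with no fold change minimum. Of 3 measured macrophage genes NR1H3, a liver X receptor gene, fell at 180d from 185 ± 40.7 to 113 ± 29.9 (SD, n = 3 pigs each; log2 fold change -0.73, standard error 0.21, adjusted p = 0.0103 from edgeR) and 2 did not pass (1 higher and 1 lower adjusted over the list alone; 0 lower with the fold change minimum of 2); with clean reads as the depth 0 of the 3 lay below 0, 1 was higher and NR1H3 did not pass (0.39, adjusted p = 0.262; 0.00159 to 0.262 over 6 alternatives). Of 9 stromal genes the collagen gene COL12A1 fell from 12.3 ± 2.84 to 3.20 ± 1.96 (log2 fold change -1.97, standard error 0.67, adjusted p = 0.0375) and 8 did not pass (1 lower adjusted over the list alone). COL12A1 did not pass with clean reads (adjusted p = 0.336) or after thinning (0.451; 0.013 to 0.451 over 6 alternatives). The median of the 9 was -0.24 with TMM and 0.83 with clean reads. Of 27 widely conserved host genes PHC3, a Polycomb gene, rose from 78.8 ± 1.16 to 154 ± 19.7 (log2 fold change 0.96, standard error 0.19, adjusted p = 0.000255), the kinase genes HIPK3 (-1.97, 0.49, adjusted p = 0.00354) and VRK1 (-1.48, 0.40, adjusted p = 0.00801) fell, and 24 did not pass (1 higher and 2 lower adjusted over the list alone; 0 higher and 2 lower with the fold change minimum of 2). With clean reads as the depth 17 of the 27 were higher and 0 lower, and HIPK3 (-0.81, adjusted p = 0.232; 0.001 to 0.232 over 6 alternatives) and VRK1 (-0.28, adjusted p = 0.615; 0.000178 to 0.615) did not pass; HIPK3 did not pass after thinning either (0.0999). Lists with 1 measured gene were not tested as groups. The megakaryocyte gene DNM3 (log2 fold change -2.90, adjusted p = 0.00672) and the fetal growth gene IGF2BP3 (12.2 ± 1.24 at 1d and 1.66 ± 1.76 at 180d, -2.65, adjusted p = 0.00363) fell. IGF2BP3 did not pass with clean reads (-1.48, adjusted p = 0.0857) or after thinning (-2.74, adjusted p = 0.0801; 0.0019 to 0.0857 over 6 alternatives). The germinal centre gene SUGCT (-0.16, adjusted p = 0.64; higher with clean reads, 0.99, adjusted p = 0.00492, and 0.00492 to 0.632 over 6 alternatives) and the fat cell gene ACACB (-0.78, adjusted p = 0.763) did not pass, and 0 pancreas acinar and 0 stem and progenitor genes were measured. With age the cell cycle genes lay below the other host genes as a group (16 of 32 lower, 18 adjusted over the list alone; camera adjusted p = 2.01e-12, and adjusted p = 0.0455 with an estimated correlation), as did the erythroid genes (4 of 4 lower; 0.00143, and adjusted p = 0.0455 with an estimated correlation). The T and NK cell genes lay above them (2 of 6 higher; camera adjusted p = 0.00608, and adjusted p = 0.0455 with an estimated correlation), and the B and plasma cell genes (3 higher and 1 lower of 5) did not pass as a group (camera adjusted p = 0.0959).

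Other splits of the same libraries were tested beside these counts. For a stage against 1d there are 10 splits of 3 against 3, too few for a share under 0.05: at 7d the real count was 0 and the highest other 1, and 10 of 10 splits were as high as the real one. The real and highest other counts were 2 and 0 at 14d, 28 and 2 at 21d, 47 and 1 at 28d, 65 and 0 at 35d, 183 and 2 at 120d and 279 and 1 at 180d, and in each of these 1 of 10 splits, the real one, was as high. For the results over all stages 100 splits were drawn, the real one included, and chance was excluded for the 495 circRNAs with an age trend (highest other 9), the 269 that differed among stages (66) and the 1669 calls over all pairs (375), with 1 of 100 as high in each. The trends of the lists were compared as -log10 of the camera p in the direction of the real one. The real value was 12.5 for the cell cycle genes (highest other 12.3, 1 of 100 as high) and 3.39 for the erythroid genes (highest other 5.25, 2 of 100). It was 2.58 for the T and NK cell genes (highest other 2.54, 1 of 100). Few splits were as high, but the highest other value lay close to the real one or above it. The shares were not adjusted over the lists, so chance was not excluded for them. With p-values of either direction counted, 1, 4 and 2 of 100 splits gave a p as low as the real one for the cell cycle, erythroid and T and NK cell genes.

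In 4 of the 3000 circRNAs (circRNA_05876, circRNA_23242, circRNA_24032 and circRNA_37781) the 30 bases beside the junction had a copy within 500 kb that ordinary splicing could use, and in 2 of them 50 bases. For circRNA_24032 the copy had 114 identical bases. For the 303 circRNAs in the part of Table S3 used here, the correlation of each circRNA's count per clean read with each stage was computed again and set against the paper's. The median absolute difference was 0.00966 for 1d and 0.0138 for 120d, and it was 0.108 for 180d (largest difference 0.462). Outside the comparisons with 1d, edgeR also called 0 circRNAs at 14d against 7d (DESeq2 called 4, and 317 at an unadjusted p under 0.05), at 120d against 28d (DESeq2 5, unadjusted 221), at 120d against 35d (DESeq2 2, unadjusted 145) and at 180d against 120d (DESeq2 0, unadjusted 165). The mutant reporter of the methods differed from the wild type in 16 bases, and the sequence CACCTC occurred 1 time in the wild type and 0 times in the mutant.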
